# Diosmin Inhibits Glioblastoma Growth through Inhibition of Autophagic Flux

**DOI:** 10.3390/ijms221910453

**Published:** 2021-09-28

**Authors:** Yung-Lung Chang, Yao-Feng Li, Chung-Hsing Chou, Li-Chun Huang, Yi-Ping Wu, Ying Kao, Chia-Kuang Tsai

**Keywords:** diosmin, glioblastoma multiforme, autophagy

## Abstract

Diosmin, a natural flavone glycoside acquired through dehydrogenation of the analogous flavanone glycoside hesperidin, is plentiful in many citrus fruits. Glioblastoma multiforme (GBM) is the most malignant primary brain tumor; the average survival time of GBM patients is less than 18 months after standard treatment. The present study demonstrated that diosmin, which is able to cross the blood–brain barrier, inhibited GBM cell growth in vitro and in vivo. Diosmin also impeded migration and invasion by GBM8401and LN229 GBM cells by suppressing epithelial-mesenchymal transition, as indicated by increased expression of E-cadherin and decreased expression of Snail and Twist. Diosmin also suppressed autophagic flux, as indicated by increased expression of LC3-II and p62, and induced cell cycle arrest at G1 phase. Importantly, diosmin did not exert serious cytotoxic effects toward control SVG-p12 astrocytes, though it did reduce astrocyte viability at high concentrations. These findings provide potentially helpful support to the development of new therapies for the treatment of GBM.

## 1. Introduction

Highly malignant glioblastoma multiforme (GBM) is the most common primary central nervous system tumor in adults [1,2]. The anticipated survival time of GBM patients after standard treatment, including maximum surgical resection and postoperative chemoradiotherapy, is less than 18 months [3,4]. Hence, much effort is being made to identify new treatments for GBM. In that regard, there is growing interest in flavonoids, in part because of their anti-inflammatory and antioxidant properties, but also because they exhibit potential antitumor activity [5,6]. Diosmin, a natural flavone glycoside acquired through dehydrogenation of the analogous flavanone glycoside hesperidin, is plentiful in many citrus fruits. Up to now, diosmin has been applied to vessel-protective treatments for hemorrhoids and varicose veins. In addition, Liu et al. reported that diosmin may exert protective effects in ischemic brain tissue [7]. Notably, diosmin also exhibits an ability to inhibit prostate cancer growth [8]. Moreover, diosmin crosses the blood–brain barrier, as evidenced by its detection in rat brain tissues with ultrahigh performance liquid chromatography-coupled masses (UHPLC-MS) analysis [9].

To assess diosmin’s potential as an anti-GBM drug, we evaluated GBM cell growth in the presence of various concentrations of diosmin. In addition, because aggressive invasion is a lethal characteristic of GBM, we investigated diosmin’s effect on cell migration and epithelial–mesenchymal-like transition (EMT-like) markers in GBM. Finally, we used gene microarray analysis to shed light on part of diosmin’s molecular mechanism.

## 2. Materials and Methods

### 2.1. Culture of GBM Lines

GBM8401 and LN229 human GBM cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 2% fetal bovine serum, penicillin, and streptomycin. All cells were maintained at 37 °C under 5% CO_2_ and 95% air, as previously described by Tsai et al. [10,11]. LN229 cells containing the luciferase gene for infrared luminance (iRL) imaging were kindly provided by Dr. Ying Chen. These cells were obtained through stable transfection of pLuc2-iRFP and selected using a FACSAria Fusion Sorter. LN229 (+iRL) cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium.

### 2.2. Chemicals

The following chemicals were used: diosmin (Sigma, Burlington, MA, USA), torin (AdooQ BioScience, Irvine, CA, USA), and chloroquine (CQ) (AdooQ BioScience).

### 2.3. Colony Formation Assays

Cells (1000 cells per well) were seeded into 6-well soft agar plates and cultured for 2 weeks. The colonies formed were then stained with 0.5% crystal violet, after which ImageJ software (National Institutes of Health, Bethesda, MD, USA) was used to calculate the total area of colonies larger than 0.5 mm.

### 2.4. Western Blotting

For western blotting, cells were washed in PBS and then homogenized in RIPA buffer (100 mM Tris-HCl, 150 mM NaCl, 0.1% SDS, and 1% Triton-X-100) at 4 °C. Following separation of the proteins by electrophoresis and their transfer to PVDF membranes, the primary antibodies used were against cyclin D1 (Cell Signaling Technology, Danvers, MA, USA), cyclin B1 (Cell Signaling Technology, Danvers, MA, USA), CDK1 (Cell Signaling Technology, Danvers, MA, USA), E-cadherin (Cell Signaling Technology, Danvers, MA, USA), Snail (Cell Signaling Technology, Danvers, MA, USA), Twist (Santa Cruz Biotechnology, Dallas, TX, USA), p62 (Santa Cruz Biotechnology), LC3-II (Cell Signaling Technology, Danvers, MA, USA), p21 (Cell Signaling Technology, Danvers, MA, USA), CDK2 (Cell Signaling Technology, Danvers, MA, USA), vimentin (Cell Signaling Technology, Danvers, MA, USA), N-cadherin (Cell Signaling Technology, Danvers, MA, USA), CCL2 (Abcam Inc., Cambridge, MA, USA), and ACTN (Santa Cruz Biotechnology, Dallas, TX, USA). Protein bands were visualized using enhanced chemiluminescence (ECL) Detection Reagent (GE Healthcare, Piscataway, NJ, USA).

### 2.5. Migration and Invasion 

We used wound healing assays to evaluate cell migratory activity. LN229 and GBM8401 cells were seeded into 6-well plates and grown to confluence to establish a monolayer. We then scratched the monolayer with a P200 pipette tip to create a wound. After 16 h of treatment with the indicated concentrations of diosmin, the wound area was photographed and measured using ImageJ software (NIH, Bethesda, MD, USA).

We performed the transwell invasion assays by seeding 1.5 × 10^5^ GBM8401 or 2 × 10^5^ LN229 glioma cells in serum-free DMEM with or without diosmin into the upper chambers of transwell (BD Biosciences) plates in which the interchamber membranes were coated with a thin layer of Matrigel. The lower chambers contained DMEM with 2% FBS. After incubating the chambers at 37 °C in a CO_2_ incubator for 16 h, glioma cells that had migrated to the lower side of the membrane were fixed in 4% formaldehyde and stained with 0.1% crystal violet (Merck Millipore, Burlington, MA, USA). The numbers of migrated cells in three arbitrarily selected fields in each membrane were then counted under a microscope.

### 2.6. Flow Cytometric Analysis of Cell Viability and Proliferation, Cell Cycle Progression, Autophagy, and Senescence

The effect of diosmin on cell viability was determined using MTS assays. GBM8401 and LN229 cells were plated in a 96-well plate and incubated with various concentrations of diosmin for 24, 48, or 72 h, after which MTS solution (20 μL/well) was added, and the absorbance at 490 nm was recorded using a Varioskan™ LUX multimode microplate reader. For proliferation analysis, cells were stained using a FITC-5′-bromo-2′-deoxyuridine (BrdU) Flow Kit (BD Biosciences, San Jose, CA, USA) according to the manufacturer’s instructions. For cell cycle assays, fluorescence-activated cell sorting (BD Biosciences, San Jose, CA, USA) was used to characterize the DNA within the cells. To detect the presence of autophagy in diosmin-treated glioma cells, an Autophagy Detection Kit (Abcam) was used according to the manufacturer’s instructions. For senescence assays, cells were labeling with C_12_FDG that could produce a fluorescent product when cleaved by β-galactosidase inside the cell. The fluorescein signal of C_12_FDG was quantified on the FL1 detector [10].

### 2.7. Immunofluorescent Staining and Quantification

Cells were incubated for 48 h on glass coverslips in the presence of diosmin and then fixed for 5 min in 10% formaldehyde in PBS, permeabilized with 0.1% Triton X-100 in PBS, blocked with 1% BSA (Sigma, Burlington, MA, USA) in PBS, and incubated with rabbit anti-human LC3 (Cell Signaling Technology, Danvers, MA, USA) in 1% BSA overnight at 4 °C. Thereafter, the cells were washed three times with TBST and incubated with Alexa 488-goat anti-rabbit IgG secondary antibody (1:200; Jackson, West Grove, PA, USA) in 1% BSA for 1 h at room temperature. After three more washes with TBST for 5 min each, the nuclei were stained with DAPI (Sigma, Burlington, MA, USA) for 5 min at room temperature. Finally, the coverslips were mounted on glass slides with mounting medium (Thermo Fisher Scientific, Waltham, MA, USA) and examined under a Leica DM2500 microscope.

The LC3-II immunofluorescence was quantified using the intensity quantification function of ImageJ. After determining the proper threshold for positive immunoreactivity, we applied this same setting to all the immunofluorescent images. We then calculated the average stained area at each cell (pixel^2^/cell).

### 2.8. Glioma Orthotopic Xenograft in Nude Mice

All procedures were performed in accordance with the humane and customary care and use of experimental animals and followed a protocol approved by the Institutional Animal Care and Use Committee of the National Defense Medical Center. Female nude mice, approximately 5–6 weeks of age on arrival, were purchased from the National Laboratory Animal Center and kept in microisolator cages under pathogen-free conditions on a 12-h light/12-h dark schedule for a week. The orthotopic procedure was as previously described [10,11]. After intraperitoneal anesthetization, athymic nude mice were placed in a stereotactic frame, a midline cranial incision was made, and a 5-mm burr hole was made in the right side of the skull, 2.5 mm lateral to the midline and 0.4 mm posterior to the bregma. A total of 1 × 10^5^ LN229 (+iRL) glioma cells in 5 μL of culture medium and Matrigel (Corning, NY, USA) were intracranially implanted into a site 3 mm below the brain surface of each mouse. Mice exhibiting similar tumor bioluminescence were allocated to 3 groups 4 days after injection. Each group (*n* = 3) was treated 11 times. An in vivo imaging system (IVIS; Xenogen, PerkinElmer, Waltham, MA, USA) was used to assess tumor progression. All of the mice were sacrificed 15 days after the xenograft, and their tumors were excised and processed for H&E staining.

### 2.9. Hematoxylin and Eosin (H&E) and Ki67staining

We used PBS followed by 4% paraformaldehyde (Sigma-Aldrich) for cardiac perfusion in mice. After fixation, brain tissues were embedded in paraffin and sliced at 4–5 μm. Brain tumor sections were deparaffinized with xylene and a graduated alcohol series to water and stained with H&E and Ki67 for microscopic examination.

### 2.10. Global Gene Expression Profile Analysis and Gene Ontology

RNA samples from GBM8401 and LN229 cells were examined using Human OneArray Plus (Phalanx Biotech Group, Hsinchu, Taiwan). The gene expression data are available at the NCBI Gene Expression Omnibus (accession no. GSE174363). GSEA (http://www.broadinstitute.org/gsea/index.jsp (accessed on 1 February 2019) was employed to detect the association between biological processes. The statistical significance was determined based on the normalized enrichment score (NES) and false discovery rate (FDR).

### 2.11. Bioinformatics Investigation of the CGGA Dataset

We performed gene expression and survival analyses with the CGGA dataset using its online tool (http://www.cgga.org.cn/index.jsp (accessed on 1 February 2019) [12]. CGGA is a freely accessible web tool and offers customizable analysis, including association and survival analysis of selected glioma subtypes.

### 2.12. Sphere Formation Assay

Two primary GBM cells, GBM#1 and GBM#2 provided by Ying Kao, were used for the sphere formation assay. A total of 5 × 10^4^ GBM#1 and GBM#2 cells were cultured in 10% FBS DMEM/F12 (Corning, NY, USA) and re-suspended in 2% FBS DMEM medium and an ultra-low 6-well plate (Corning, NY, USA) to allow the formation of spheres. Indicated dosage of diosmin was added to medium one day after plating. We calculated the total number of spheres (>50 μm) under a microscope after 8 days for GBM#1 and 14 days for GBM#2.

### 2.13. Statistical Analysis

Values are expressed as the mean ± standard deviation (SD). Statistical significance of differences between the experimental and control groups was tested using the Student’s *t*-test or one-way ANOVA. Values of *p* < 0.05 were considered significant.

## 3. Results

### 3.1. Diosmin Concentration-Dependently Suppresses GBM Cell Growth and Proliferation

We evaluated the potential anti-GBM effects of diosmin in the GBM8401and LN229 cell lines. The results demonstrated that both GBM cell lines were sensitive to diosmin, as indicated by reductions in cell viability (Figure 1A,B). The diosmin IC50 values in GBM8401and LN229 cells after exposure for 48 h were 218.4 and 299.2 μM, respectively (Figure 1A,B). SVGp12 cells, a normal glial cell line, served as a control and had an IC50 value of 362.6 μM (Figure 1C). These data suggest that GBM cells are more sensitive to diosmin than normal glial cells.

We performed bromo-deoxyuridine (BrdU) incorporation assays to assess the effect of diosmin on GBM cell proliferation. In the presence of diosmin, both GBM8401 and LN229 cells exhibited decreases in BrdU-positive cell fractions, which ranged from 36.10% to 26.07% and from 35.09% to 12.66%, respectively (Figure 1D,E). The suppressive effect of diosmin on cell growth was also validated in clonogenic assays (Figure 1F,G).

### 3.2. Diosmin Induces G1 Phase Arrest Associated with Upregulation of p21 and Downregulation of Cyclin B1, Cyclin D1, CDK1, and CDK2

We next performed cell cycle analysis with propidium iodide (PI)-stained cells to investigate the association between diosmin’s cytotoxic effect and the cell cycle. We found that diosmin significantly and concentration-dependently increased the G1 DNA content in GBM cells, as compared to the untreated control (Figure 2A,B). We further examined senescence that may also be associated with decreased cell proliferation in these diosmin treated glioma cells. There were increased C_12_FDG labeling cells as compared to the untreated control (Figure 2C,D). Subsequent western analyses showed that diosmin elicited upregulation of p21 at high dose and concentration-dependent downregulation of cyclin D1, cyclin B1, CDK1, and CDK2 (Figure 3A). The time-course of the response to 250 μM Diosmin illustrated in the western analysis in Figure 3B shows that expression of cyclin D1 was suppressed after 6 h, while cyclin B1 and CDK1 were suppressed at 24 h and 48 h, respectively. Briefly, diosmin halted the cell cycle at G1 phase by decreasing expression of cyclin D1, cyclin B1, and CDK1.

### 3.3. Diosmin Inhibits Glioma Cells Migration by Decreasing EMT Transcription Factors

The phenotypic characteristics of GBM include aggressive invasion and migration. EMT is a reversible biological process in which epithelial cells gain a mesenchymal phenotype characterized by increased cell motility and resistance to genotoxic agents [13]. Glioma cells undergoing EMT acquire the potential to initiate invasion and metastasis [14,15]. For that reason, we tested whether diosmin could alter cell migration and EMT markers in GBM cells. The results of wound healing assays confirmed that diosmin significantly inhibited the migration of LN229 and GBM8401 human GBM cells at the indicated concentrations (Figure 4A,B). Associated with diosmin’s effect on cell migration was the upregulation of the epithelial marker, E-cadherin, and the downregulation of the EMT regulators, Snail and Twist (Figure 4C). These results suggest that diosmin inhibits cell migration by decreasing expression of EMT transcription factors.

### 3.4. Gene Expression Profile Analysis Revealed CCL2 Are Downstream Targets Affected by Diosmin

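GBM8401 and LN229 are established human glioblastoma cell lines, and diosmin is a plant flavonoid. Both cell lines were cultured for 48 h with diosmin or with the vehicle DMSO, and their RNA was hybridized to whole-genome oligonucleotide arrays of 1 colour (Human OneArray Plus). The 4 groups of cell line and treatment had 2 arrays each, 8 arrays in all. The legends of Figures 5 and 6 give a diosmin dose of 160 µM, and the sample labels give 160 nM. Total RNA was amplified and labelled with Cy5. The deposited values are linear intensities of 28264 probes, which the authors scaled by 1 factor per array to a common median within each cell line. These medians are 587 in GBM8401 and 779.7 in LN229, so levels were compared within a cell line. Values under 50 were set to 50 by the authors. Between 572 probes (LN229 diosmin replicate 1) and 3552 probes (GBM8401 diosmin replicate 2) per array stood at this floor, where a change cannot be read. A single gene was named for 25893 probes, and these covered 19090 genes. For the 5751 genes with more than one probe, the probe with the highest mean over the arrays was used. The intensities were taken to log2, and diosmin was compared with DMSO with limma, in 1 model with a mean for each group and a spread shared over the groups. The p-values were adjusted over all genes by the method of Benjamini and Hochberg. The paper's text names no test for single genes on the arrays, and for gene sets it names GSEA with the NES and the false discovery rate. Its statistics section names Student's test or a one-way analysis of variance for the whole paper, and the submitters' processing notes name limma without a version. The SD of the log2 difference between replicates was 0.29 for GBM8401 with DMSO, 0.30 for GBM8401 with diosmin, 0.27 for LN229 with DMSO and 0.43 for LN229 with diosmin. The number of arrays limits the precision. Nothing in the paper or the labels says that the replicates came from separate cultures, so the p-values measure a spread between arrays that may be technical.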

To understand the molecular mechanisms underlying diosmin’s antitumor effects in GBM cells, microarray was carried out with GBM8401 and LN229 cells treated with and without diosmin. Differentially expressed genes with at least a 1.5-fold change between diosmin-treated and control cells were identified. 

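EGR1, an immediate early transcription factor, rose from an intensity of 3218 ± 83.5 to 91003 ± 3308 (SD, n = 2) in GBM8401 and from an intensity of 8220.5 ± 534 to 107266 ± 24129 (SD, n = 2) in LN229. These are log2 differences of 4.82 (SE 0.15, adjusted p = 0.000266 from limma) and 3.69 (SE 0.15, adjusted p = 0.000821 from limma). In GBM8401, DEFB103B had the largest rise among genes with an adjusted p under 0.05 and both diosmin arrays above both DMSO arrays, with a log2 difference of 5.07 (SE 0.22, adjusted p = 0.000343 from limma). It encodes an antimicrobial beta-defensin with near-identical copies that may share its signal, and its second probe gave 4.00. TIMP1 and SLPI, secreted protease inhibitors, rose by 3.66 and 3.57 on the log2 scale, and AKR1C3, an aldo-keto reductase with close paralogs, by 3.63, though another probe of AKR1C3 did not pass (0.093, adjusted p = 0.996). DNER, a Notch ligand of neurons, fell from an intensity of 566 ± 43.5 to 55.2 ± 7.29 (SD, n = 2), with 1 diosmin array at the floor. IFIT1, an interferon-induced gene, and TM4SF1, a membrane protein, had log2 differences of -3.04 and -2.67.
In LN229, PSG1, a pregnancy-specific glycoprotein, fell from an intensity of 6189 ± 449.5 to 278 ± 28.7 (SD, n = 2), a log2 difference of -4.48 (SE 0.17, adjusted p = 0.000642 from limma). Its relatives PSG6, PSG9 and PSG5 had log2 differences of -3.45, -2.90 and -2.80, but second probes of PSG6 (-0.11, adjusted p = 0.659) and PSG9 (-0.43, adjusted p = 0.109) did not pass, and the genes of this family are so alike that their probes may share signal. SAA1, an acute-phase protein, had a log2 difference of -3.03. ITGB2, an integrin chain of leukocytes, rose from an intensity of 715 ± 68.3 to 6877 ± 2499 (SD, n = 2), a log2 difference of 3.22 (SE 0.26, adjusted p = 0.00379 from limma). INHBE, an activin subunit, rose by 2.24 on the log2 scale.
Of 19090 genes, 1771 were at least 1.5-fold higher with diosmin in GBM8401 and 1465 were at least 1.5-fold lower, and in LN229 the counts were 1220 and 823. At an adjusted p under 0.05 from limma, 2067 genes rose and 1742 fell in GBM8401, and 1166 rose and 779 fell in LN229. Of the genes past 1.5-fold, 83.1% in GBM8401 and 63.1% in LN229 also had an adjusted p under 0.05. The 3809 calls in GBM8401 became 1484 and 1536 without its DMSO replicates 1 and 2, and 2311 and 1933 without its diosmin replicates 1 and 2. Without LN229 DMSO replicates 1 and 2 they became 2385 and 2386. The 1945 calls in LN229 became 178 and 343 without its DMSO replicates 1 and 2, and 3288 without its diosmin replicate 1. Without GBM8401 DMSO replicates 1 and 2 they became 994 and 1002. With LN229 fitted alone, limma called 0 genes (3864 had an unadjusted p under 0.05). The methods' t-test after adjustment called 13 genes in GBM8401 and 0 in LN229 (4820 and 2758 at an unadjusted p under 0.05).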

There were 201 upregulated and 192 downregulated genes in GBM8401 cells and 76 upregulated and 67 downregulated genes in LN229 cells (Figure 5A, top panel). As shown in the Venn diagram in Figure 5A, bottom panel, expression 81 genes were affected by diosmin in both GBM8401 and LN229 cells. Among them, the top 10 diosmin-regulated genes in both cell lines are shown in Figure 5B.

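Of the genes at least 1.5-fold different in each cell line, 1075 were shared, with 601 higher in both, 449 lower in both and 25 in opposite directions. If the genes of each cell line were drawn independently, 113, 63.2 and 170 would be expected. DHRS2, a short-chain reductase, rose by log2 differences of 3.77 in GBM8401 and 2.88 in LN229 (SE 0.10, adjusted p = 0.000239 and 0.000606 from limma). IL11, a cytokine of the interleukin-6 family, rose by 3.23 in GBM8401 and 2.55 in LN229 (adjusted p = 0.000905 and 0.00379 from limma). ELFN2, a leucine-rich repeat membrane protein, had log2 differences of -2.42 in GBM8401 and -2.71 in LN229 (SE 0.15, adjusted p = 0.000897 and 0.00164 from limma). PLAC8 had -2.64 in GBM8401 and -2.03 in LN229 from the brightest of its probes (adjusted p = 0.000465 and 0.00200 from limma), and another probe had -0.51 and -0.13 and did not pass (adjusted p = 0.0587 and 0.659).
At an adjusted p under 0.05 from limma, 1287 genes passed in both cell lines, 698 higher in both, 570 lower in both and 19 in opposite directions (126, 71.1 and 191 expected). This overlap cannot exceed the LN229 calls, and so is as fragile as they are. They were 549 with the replicate number as a block and 0 with LN229 fitted alone. The log2 differences of the cell lines had a Pearson r of 0.604 and a Spearman rho of 0.520 across genes, and genes are not independent replicates. The mean change over both cell lines passed for 2730 genes that rose and 2024 that fell. These 4754 genes became 2888 and 2912 without GBM8401 DMSO replicates 1 and 2, and 2549 and 2740 without LN229 DMSO replicates 1 and 2.

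**Figure D1:**
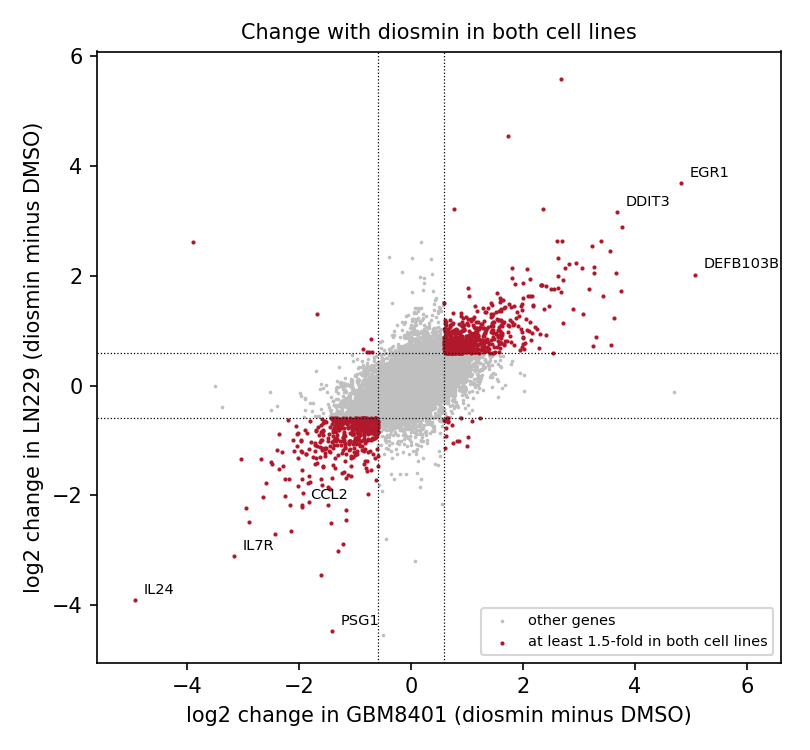
Log2 difference between diosmin and DMSO in GBM8401 (x axis) and in LN229 (y axis) for 19090 genes, each a point, with the 1075 genes at least 1.5-fold different in both cell lines in red and dotted lines at a log2 difference of 0.58 (1.5-fold). Most red points lie in the upper right (601 genes) and the lower left (449 genes), and 25 lie in the other corners.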

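Of the 10 genes of Figure 5B, 6 fell and 3 rose in both cell lines. The cytokine IL24 fell from an intensity of 7216 ± 360.1 to 239 ± 25.9 (SD, n = 2) in GBM8401 and from an intensity of 14460.2 ± 1255 to 966 ± 121 (SD, n = 2) in LN229, log2 differences of -4.92 (SE 0.13, adjusted p = 0.000239 from limma) and -3.91 (SE 0.13, adjusted p = 0.000606 from limma). IL7R, a cytokine receptor chain, had log2 differences of -3.16 in GBM8401 and -3.12 in LN229 (SE 0.08), and EDN1, a vasoconstrictor peptide, of -2.88 in GBM8401 and -2.48 in LN229 (SE 0.10). MSMP, a secreted chemoattractant, had -2.94 in GBM8401 and -2.23 in LN229 (SE 0.07), and CCL2, a chemokine for monocytes, -1.95 in GBM8401 and -2.18 in LN229 (SE 0.11). TMEM158, a membrane protein that Ras signalling induces, fell from an intensity of 106958 ± 927 to 24232 ± 765 (SD, n = 2) in GBM8401 and from an intensity of 76304 ± 1431 to 12239 ± 1841 (SD, n = 2) in LN229. Among the genes that rose, MIDN had log2 differences of 2.62 in GBM8401 and 1.79 in LN229 (SE 0.11), RDH5, a retinol dehydrogenase, of 2.55 in GBM8401 and 1.76 in LN229 (SE 0.19), and SPX, a peptide hormone, of 2.40 in GBM8401 and 1.81 in LN229 (SE 0.16). DGUOK, a mitochondrial nucleoside kinase, did not pass, with log2 differences of 0.01 in GBM8401 and 0.05 in LN229 from the brightest of its 3 probes (SE 0.10). A dim probe of DGUOK went from an intensity of 65.5 ± 19.7 to 251 ± 13.1 (SD, n = 2) in GBM8401, a log2 difference of 1.97, and had 1.76 in LN229.
The adjusted p-values from limma of the 9 genes that passed lay between 0.000207 and 0.00131 (RDH5) in GBM8401, and between 0.000437 (IL7R) and 0.00729 (RDH5) in LN229. A second probe of RDH5 had log2 differences of 0.34 and 0.20 that did not pass. The LN229 call of RDH5 ended without LN229 DMSO replicate 1 (adjusted p = 0.0608) or 2 (adjusted p = 0.0577), and that of SPX without replicate 1 (adjusted p = 0.0514). With LN229 fitted alone, these genes had adjusted p-values from 0.0572 to 0.0861 in limma, so that the LN229 calls of all 9 ended.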

Through a literature review and mining the Chinese Glioma Genome Atlas (CGGA, http://cgga.org.cn/ (accessed on 1 February 2019) [12], we verified that levels of CCL2 are significantly associated with advanced-stage glioma (Figure 5C, left panel). Moreover, high levels of CCL2 predicted poorer survival than low levels of CCL2 (Figure 5C, right panel). Diosmin repressed expression of CCL2 mRNAs and protein in glioma cells (Figure 5D,E) which suggests that this protein is likely downstream to the diosmin target.

To identify diosmin-induced, phenotype-specific pathways, we used gene set enrichment analysis (GSEA) to examine diosmin-induced gene expression profiles in GBM8401 and LN229 cells. Pathways with an enrichment score of ≥ 1.5 or ≤1.5 were recruited. 

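Gene lists after the 7 sets of Figure 6A were scored by preranked GSEA, with the genes ranked by signal-to-noise. TNFA signaling via NFKB had a normalized enrichment score (NES) of 2.05 in GBM8401 and 1.48 in LN229. Protein secretion had 1.44 and 1.71, and the unfolded protein response had 1.81 in GBM8401. On the lower side, E2F targets had an NES of -2.83 in GBM8401 and -2.02 in LN229, and MYC targets had -2.23 and -2.22. Cholesterol homeostasis had -1.75 and -1.93. In each cell line, 2 lists had an NES above 1.5, among them the unfolded protein response, and 4 had one below -1.5, among them fatty acid metabolism. These lists were written from general knowledge of the sets and may differ from the release the paper used. The sets were also chosen by the paper from these arrays, so their direction here is not independent evidence. Beside them stood 40 lists of finer processes and cell types, and all 47 lists were compared with the other genes by limma's camera with a preset correlation of 0.01. In each cell line 22 lists passed at an adjusted p under 0.05. Limma's fry was run beside camera and asks another question, whether the members of a list moved in 1 direction against no change. Opposite changes within a list can cancel in it, so a list that fry did not call may still hold changed genes. With the correlation estimated from the arrays, 0 lists passed in camera (6 lists in GBM8401 and 5 in LN229 had an unadjusted p under 0.05). That estimate rests on 4 residual degrees of freedom and is imprecise, so the arrays cannot say which setting of the correlation is nearer the truth.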

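FOS, a subunit of AP-1, rose from an intensity of 834 ± 90.8 to 5108 ± 662 (SD, n = 2) in GBM8401 and from an intensity of 678 ± 16.9 to 4268 ± 1109.8 (SD, n = 2) in LN229, log2 differences of 2.61 (SE 0.20, adjusted p = 0.00140 from limma) and 2.63 (SE 0.20, adjusted p = 0.00318 from limma). Of 188 genes of TNFA signaling via NFKB in GBM8401, 65 rose, 15 fell and 108 did not pass (75 and 20 adjusted over the list alone). The median log2 difference of the list was 0.30 (camera adjusted p = 3.3e-05 from limma and adjusted p = 0.286 with an estimated correlation). In LN229, 39 rose, 17 fell and 132 did not pass (48 and 21 adjusted over the list alone), with a median of 0.08 that did not pass (camera adjusted p = 0.195 from limma), but GSEA called the list (adjusted p = 0.00735), as did fry against no change (adjusted p = 0.0407). EGR1 and FOS were among the members that rose, and IL7R and EDN1 among those that fell.
Of 111 genes of the unfolded protein response in GBM8401, 34 rose, 12 fell and 65 did not pass (34 and 14 adjusted over the list alone), with a median of 0.10 (camera adjusted p = 0.0301 from limma and adjusted p = 0.615 with an estimated correlation). In LN229, 23 rose, 6 fell and 82 did not pass (29 and 9 adjusted over the list alone), and the median of 0.11 did not pass (camera adjusted p = 0.155), except with quantile (adjusted p = 0.0243) or cyclic loess normalization (adjusted p = 0.0329), genes above the 25th percentile (adjusted p = 0.0280), without probes at the floor (adjusted p = 0.0405) and by GSEA (adjusted p = 0.000691). SLC1A4, an amino acid transporter, rose by log2 differences of 2.71 in GBM8401 and 1.92 in LN229 (SE 0.15). The interferon-induced gene IFIT1 and the chemokine CCL2 were among the members that fell.
Of 92 genes of protein secretion in GBM8401, 16 rose, 7 fell and 69 did not pass (19 and 7 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.0308 from limma and adjusted p = 0.602 with an estimated correlation). In LN229, 11 rose, 1 fell and 80 did not pass (12 and 1 adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.0117 and adjusted p = 0.570 with an estimated correlation). CLCN3, a chloride and proton exchanger of endosomes, rose by 1.54 in GBM8401 (SE 0.15, adjusted p = 0.00247 from limma). The paper chose the sets behind these lists on the same arrays, so their direction is not independent evidence.
The call of the unfolded protein response in GBM8401 ended without GBM8401 DMSO replicate 1 (adjusted p = 0.0708) or diosmin replicate 2 (adjusted p = 0.442). It also ended without LN229 diosmin replicate 1 (adjusted p = 0.0667) or 2 (adjusted p = 0.0664), which share in the estimate of the spread. The methods' t-test (adjusted p = 0.114), GBM8401 fitted alone (adjusted p = 0.0849) and genes above the median level (adjusted p = 0.0847) ended it as well. The call of protein secretion ended in GBM8401 without DMSO replicate 1 (adjusted p = 0.0853) or diosmin replicate 2 (adjusted p = 0.644), and in LN229 without diosmin replicate 1 (adjusted p = 0.0916). In GBM8401 it also ended with the mean of the probes (adjusted p = 0.0698) or genes above the median level (adjusted p = 0.0562). Against no change, fry called protein secretion in neither cell line (adjusted p = 0.0850 and 0.0846).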

As shown in Figure 6A, the most enriched upregulated gene sets were related to TNFA signaling via NFKB, an unfolded protein response, and protein secretion. The most enriched downregulated gene sets were linked to E2F targets, MYC targets, cholesterol homeostasis, and fatty acid metabolism. 

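Of 21 cholesterol synthesis enzymes and their regulators in GBM8401, 0 rose, 13 fell and 8 did not pass (0 and 16 adjusted over the list alone), with a median log2 difference of -0.86 (camera adjusted p = 1.5e-08 from limma and adjusted p = 0.162 with an estimated correlation). In LN229, 0 rose, 10 fell and 11 did not pass (0 and 11 adjusted over the list alone), with a median of -0.44 (camera adjusted p = 1.1e-08 and adjusted p = 0.410 with an estimated correlation). SQLE, the squalene epoxidase, had log2 differences of -1.01 in GBM8401 and -1.14 in LN229 (SE 0.09, adjusted p = 0.00215 and 0.00371 from limma). HMGCS1, an enzyme early in the pathway, fell from an intensity of 34788 ± 2876 to 8128 ± 1175 (SD, n = 2) in GBM8401 and had a log2 difference of -0.99 in LN229. The wider list of cholesterol homeostasis has 71 genes. In GBM8401, 11 rose, 24 fell and 36 did not pass (14 and 26 adjusted over the list alone), and its median of -0.08 did not pass (camera adjusted p = 0.0598 from limma). In LN229, 9 rose, 20 fell and 42 did not pass (11 and 24 adjusted over the list alone), with a median of -0.15 (camera adjusted p = 0.00161 and adjusted p = 0.410 with an estimated correlation). Its members with the largest rises are not enzymes of this pathway: CLU, a secreted chaperone, had 3.19 in GBM8401 and 1.76 in LN229 (a second probe did not pass, adjusted p = 1.00 and 0.416), and ATF3, a stress transcription factor, 2.13 in GBM8401 and 1.64 in LN229.
Of 149 genes of fatty acid metabolism in GBM8401, 16 rose, 29 fell and 104 did not pass (17 and 35 adjusted over the list alone), with a median of -0.12 (camera adjusted p = 0.0117 from limma and adjusted p = 0.511 with an estimated correlation). In LN229, 9 rose, 15 fell and 125 did not pass (10 and 21 adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.00457 and adjusted p = 0.410 with an estimated correlation). D2HGDH, a mitochondrial dehydrogenase, had log2 differences of -1.04 in GBM8401 and -1.06 in LN229. Among 17 genes of fatty acid synthesis, 2 rose, 6 fell and 9 did not pass (2 and 7 adjusted over the list alone) in GBM8401, with a median of -0.36 (camera adjusted p = 0.0301 from limma and adjusted p = 0.560 with an estimated correlation). In LN229, 0 rose, 6 fell and 11 did not pass (2 and 7 adjusted over the list alone), with a median of -0.26 (camera adjusted p = 0.00168 and adjusted p = 0.410 with an estimated correlation). FADS1, a fatty acid desaturase, had -0.99 in GBM8401 and -0.97 in LN229.
Among 190 MYC targets, 8 rose, 48 fell and 134 did not pass (11 and 55 adjusted over the list alone) in GBM8401, with a median of -0.20 (camera adjusted p = 3.6e-06 from limma and adjusted p = 0.511 with an estimated correlation). In LN229, 7 rose, 25 fell and 158 did not pass (9 and 32 adjusted over the list alone), with a median of -0.15 (camera adjusted p = 1.5e-05 and adjusted p = 0.451 with an estimated correlation). The ribosomal protein gene RPL22 had log2 differences of -1.58 in GBM8401 and -1.16 in LN229 (SE 0.08), and the splicing factor gene HNRNPA3 had -2.04 in GBM8401. The paper chose cholesterol homeostasis, fatty acid metabolism and MYC targets on these arrays, so their direction is not independent evidence. Most genes of the cholesterol synthesis list and some of the fatty acid synthesis list are members of these sets. The falls of these finer lists are therefore not separate support.
Without LN229 DMSO replicate 1, the LN229 calls of HMGCS1 (adjusted p = 0.0940), FADS1 (adjusted p = 0.0866) and D2HGDH (adjusted p = 0.0695) ended. Without replicate 2, those of HMGCS1 (adjusted p = 0.0816) and FADS1 (adjusted p = 0.0739) ended. In GBM8401, cholesterol homeostasis passed without DMSO replicate 1 (adjusted p = 0.0406) or diosmin replicate 2 (adjusted p = 0.0212), with genes above the 25th percentile (adjusted p = 0.0371), without probes at the floor (adjusted p = 0.0440) and by GSEA (adjusted p = 0.00286), and fry called it against no change (adjusted p = 0.0178). The call of fatty acid metabolism ended there without diosmin replicate 1 (adjusted p = 0.146) and without the genes it shares with the other sets of Figure 6A (adjusted p = 0.0543). That of fatty acid synthesis ended without DMSO replicate 2 (adjusted p = 0.0569), without diosmin replicate 1 (adjusted p = 0.189) and on the methods' t-test (adjusted p = 0.0652). Against no change, fry called neither fatty acid metabolism (adjusted p = 0.0846) nor MYC targets (adjusted p = 0.0946) in LN229.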

The E2F target pathways are the most changeable of all signaling pathways. 

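In GBM8401, the E2F targets had a median log2 difference of -0.41 (camera adjusted p = 3.2e-15 from limma and adjusted p = 0.286 with an estimated correlation), the lowest median and the lowest adjusted p of the 7 lists. In LN229 the median was -0.09 (camera adjusted p = 0.000122 and adjusted p = 0.451 with an estimated correlation). Of 36 genes of mitosis in GBM8401, 0 rose, 24 fell and 12 did not pass (0 and 29 adjusted over the list alone), with a median of -0.71 (camera adjusted p = 2.5e-15 from limma and adjusted p = 0.162 with an estimated correlation). NCAPG, a condensin subunit, had a log2 difference of -1.49 (SE 0.17, adjusted p = 0.00376 from limma) and AURKA, a mitotic kinase, of -1.29 (SE 0.14, adjusted p = 0.00331 from limma). In LN229, 0 rose, 3 fell and 33 did not pass (1 and 3 adjusted over the list alone), with a median of -0.04 (camera adjusted p = 0.0141 and adjusted p = 0.523 with an estimated correlation). The genes that fell there were CDC20, KIF20A and MKI67, and these calls ended in 2, 6 and 3 of the 8 fits with 1 array left out (highest adjusted p = 0.113, 0.157 and 0.132). NCAPG had -0.12 and AURKA -0.57, which did not pass.
Of 37 genes of replication licensing and the replication fork in GBM8401, 0 rose, 16 fell and 21 did not pass (0 and 23 adjusted over the list alone), with a median of -0.41 (camera adjusted p = 3.4e-09 from limma and adjusted p = 0.162 with an estimated correlation). In LN229, 0 rose, 7 fell and 30 did not pass (2 and 11 adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.000148 and adjusted p = 0.410 with an estimated correlation). POLD1, the catalytic subunit of DNA polymerase delta, had a log2 difference of -1.07 in GBM8401, and the helicase subunit MCM6 had -0.82 in GBM8401 and -0.65 in LN229. Of 14 genes of nucleotide synthesis in GBM8401, 2 rose, 6 fell and 6 did not pass (2 and 8 adjusted over the list alone), with a median of -0.44 (camera adjusted p = 0.00262 from limma and adjusted p = 0.286 with an estimated correlation). In LN229, 1 rose, 3 fell and 10 did not pass (2 and 5 adjusted over the list alone), with a median of -0.24 (camera adjusted p = 0.0299 and adjusted p = 0.410 with an estimated correlation).
The call of MCM6 in GBM8401 ended in 1 of the 8 fits with 1 array left out (adjusted p = 0.0510, without GBM8401 DMSO replicate 1), and that in LN229 in 4 of them (highest adjusted p = 0.173, without LN229 DMSO replicate 1). In LN229, the call of mitosis ended without diosmin replicate 2 (adjusted p = 0.0723) and on the methods' t-test (adjusted p = 0.0504). Against no change, fry called neither mitosis (adjusted p = 0.171) nor the E2F targets (adjusted p = 0.105) in LN229. The LN229 call of nucleotide synthesis ended without diosmin replicate 1 (adjusted p = 0.0738) or 2 (adjusted p = 0.0786) and on the methods' t-test (adjusted p = 0.0539). It also ended with genes above the 25th percentile (adjusted p = 0.0787) or the median level (adjusted p = 0.0935). By GSEA, nucleotide synthesis passed in neither cell line (adjusted p = 0.143 and 0.138).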

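Of 191 E2F targets in GBM8401, 9 rose, 81 fell and 101 did not pass (11 and 101 adjusted over the list alone), and 162 had a lower mean with diosmin (84.8%). In LN229, 5 rose, 23 fell and 163 did not pass (5 and 25 adjusted over the list alone), and 129 had a lower mean. DUT, the enzyme that keeps uracil out of DNA, fell from an intensity of 12139 ± 339.5 to 3108 ± 103 (SD, n = 2) in GBM8401 and from an intensity of 8352 ± 52.9 to 4173 ± 297 (SD, n = 2) in LN229, where the adjusted p was 0.00271 from limma. In GBM8401 this was a log2 difference of -1.97 (SE 0.07, adjusted p = 0.000336 from limma). HNRNPD, an RNA-binding protein, had a log2 difference of -2.49 in GBM8401 (SE 0.19, adjusted p = 0.00140 from limma) and -0.45 in LN229, which did not pass (adjusted p = 0.215). NAP1L1, a histone chaperone, had -1.89 in GBM8401 and -0.82 in LN229 (another probe had -0.56 in LN229 and did not pass, adjusted p = 0.0776), and SMC1A, a cohesin subunit, -1.57 in GBM8401 and -0.89 in LN229. ING3, a chromatin reader, and RPA3, a subunit of the protein that coats single-stranded DNA, rose by 1.03 and 0.89 in LN229. The set was chosen by the paper on these arrays, so the direction of its members is not independent evidence. The lists of mitosis, replication and nucleotide synthesis share many genes with it, so their falls are not separate support either. Of the 8 fits with 1 array left out, the LN229 calls of NAP1L1, SMC1A, ING3 and RPA3 ended in 1, 2, 6 and 7 (highest adjusted p = 0.0539, 0.113, 0.158 and 0.196, without LN229 DMSO replicate 2 for NAP1L1 and without replicate 1 for the others).

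**Figure D2:**
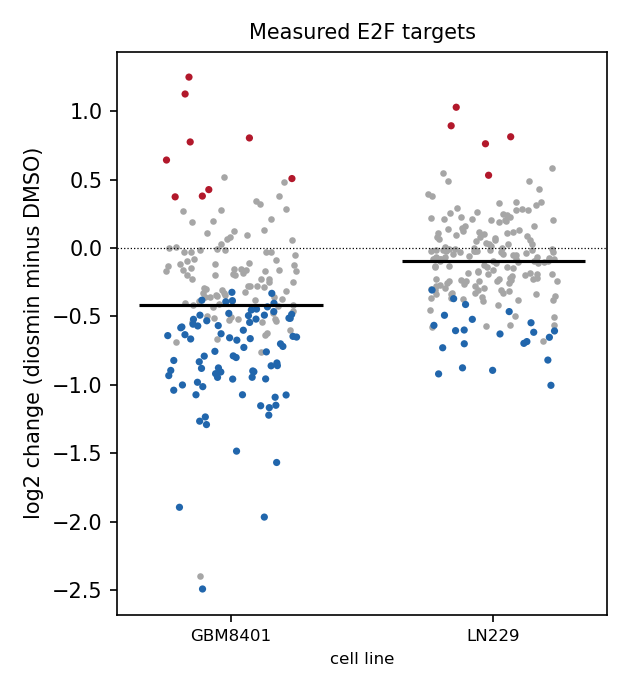
Log2 difference between diosmin and DMSO (y axis) of the 191 E2F targets in GBM8401 and LN229, each gene a point, red where it rose and blue where it fell at an adjusted p under 0.05 from limma, grey where it did not pass, with a bar at the median of the list. The points of GBM8401 lie mostly below 0, with 81 in blue, and those of LN229 lie closer to 0, with 23 in blue.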

GSEA showed that most genes contributing to E2F target signaling were downregulated (Figure 6B,C).

### 3.5. Diosmin Is a Potent Inhibitor of Autophagic Flux 

Because cell cycle assays revealed no obvious change in the proportion of sub-G1 cells (Figure 2), we hypothesized that diosmin inhibits cell growth through a different mechanism, i.e., autophagy. To determine whether diosmin influences autophagy, we used an autophagy detection kit to assess autophagic activity flow cytometrically. As shown in Figure 7A,B, diosmin concentration-dependently increased the fluorescent signal from both GBM cell lines. Furthermore, confocal microscopic assessment of immunostained LC3B revealed enhancement of the LC3B signal and the presence of classic punctate structures in both LN229 and GBM8401 cells after exposure to 50 and 250 μM diosmin for 48 h (Figure 7C,D).

Initiation or inhibition of autophagy can cause elevation of LC3-II, but the induction of autophagy is most associated with a decrease in p62 [16]. Western blotting showed that levels of LC3-II were significantly and concentration-dependently increased in LN229 and GBM8401 cells after treatment with diosmin for 48 h (Figure 8A) and that 250 μM of diosmin elicited a time-dependent increase in LC3-II levels (Figure 8B). These changes in LC3-II levels indicate that diosmin affected autophagy in these GBM cells. However, diosmin exposure also led to concentration- and time-dependent increases in p62, not its degradation (Figure 8A,B). This suggests that diosmin inhibited an autophagic reflux.

To further validate diosmin’s function as an autophagic flux blocker, we challenged the GBM cells using torin 1, an autophagy inducer, and CQ, an autophagy blocker. Like diosmin, CQ induced expression of both p62 and LC3-II, and the combination of diosmin and CQ had an additive effect on p62 and LC3-II expression (Figure 8C). By contrast, torin-1 induced p62 degradation and LC3-II accumulation (Figure 8D), and diosmin partially inhibited torin 1-induced p62 degradation (Figure 8D). These results confirm that diosmin acts as an inhibitor of autophagic flux.

### 3.6. Diosmin Diminishes Tumor Bulk in a Xenograft Mouse Model and Tumor Sphere Formation in Clinical Specimens

To further assess the anticancer effects of diosmin, we orthotopically transplanted LN229 (+iRL) glioma cells into the brains of nude mice. The mice were assigned to three groups—control, low-dose diosmin (100 mg/kg), and high-dose diosmin (200 mg/kg)—4 days after grafting LN229 (+iRL) cells (day 0). Diosmin was administered intraperitoneally 11 times from day 0 to day 15 (Figure 9A), after which brain tumor development was evaluated using an in vivo imaging system (IVIS), H&S and Ki67 staining. Both IVIS and H&S staining showed that administration of high-dose diosmin (200 mg/kg) led to significant reductions in tumor size (Figure 9B–D). Furthermore, there is a trend toward decreased Ki67 staining in tumors from diosmin treated group (Figure 9E).

To advanced validate the anti-GBM effect of diosmin on tumor spheres, we used GBM#1 and GBM#2 derived from two fresh clinical specimens for sphere formation assay. Representative images of primary GBM spheres after treated with diosmin were shown in Figure 9F,G. Diosmin significantly inhibited the number of tumor spheres (Figure 9F,G, right panel). Based on these results, diosmin could suppress the tumorigenicity of GBM cells.

## 4. Discussion

Diosmin is one of the flavonoids isolated from citrus, and has been applied for the treatment of stasis dermatitis and venous ulcers caused by chronic venous insufficiency [17] as well as for hemorrhoids. [18]. Moreover, diosmin may also possess anticancer activity [8]. This is the first study to investigate diosmin’s antitumor effects in GBM through in vitro and in vivo experiments. Our data show that diosmin concentration-dependently inhibits GBM cell growth through induction of cell cycle arrest at G1 phase and inhibition of autophagic flux. Diosmin also impedes migration and invasion by GBM cells through suppression of EMT-like process. Thus, diosmin diminished GBM development by hindering both GBM cell proliferation and migration/invasion (Figure 10).

Migration and invasion are critical events in GBM progression and are also associated with recurrence. In particular, enhanced activity in the EMT pathway, which includes glial-mesenchymal transition, correlates with poor survival due to aggressive invasion and poor responses to chemoradiotherapy [19,20,21]. Chen et al. reported that the low levels of EMT-related gene markers in GBM tumor samples are correlated with increased time span between initial treatment and recurrence [19]. Rao et al. reported that enhanced expression of genes engaged in the EMT pathway is the most significant feature of GBM as compared to Grade III anaplastic astrocytoma [22], which suggests that EMT is a key factor influencing prognosis in GBM patients. We observed that the reduction in GBM cell migration and invasion elicited by diosmin was associated with increased expression of the epithelial marker, E-cadherin, and decreased expression of the EMT transcription factors, such as Snail and Twist. Moreover, not only are Snail and Twist transcriptional factors involved in inducing EMT, they are also involved in augmenting GBM stemness, leading to cancer progression and therapeutic refractoriness [21,23].

Autophagy is a multistage process controlled by various autophagy-associated proteins. In the present study, flow cytometry, immunohistochemistry, and western blotting experiments showed that diosmin upregulated expression of LC3-II in GBM. However, it also increased the expression of p62, which suggests that diosmin likely inhibits autophagic flux in human GBM cells. Consistent with that idea, the autophagic blocker CQ mimicked the effects of diosmin, in turn increasing the levels of both p62 and LC3-II. Furthermore, the combination of diosmin and CQ had an additive effect on p62 and LC3-II levels. On the other hand, the autophagic inducer torin-1 also increased LC3-II accumulation but decreased levels of p62. At present, CQ is the most well-known autophagic inhibitor that also exerts antitumor effects on glioma cells, including diminishing invasiveness in GBM cells [24] and dose-dependent inhibition of cell growth [25]. Furthermore, one double-blind clinical trial reported GBM patients receiving CQ plus standard treatment, which consisted of surgery and chemoradiotherapy, and had better mid-term survival than the placebo group [26]. In the present study, we found that the antitumor effects of diosmin on GBM cells are similar to those of CQ, and we confirmed the antitumor effect of diosmin in vivo using a mouse xenograft model. Notably, Buccarelli et al. reported that suppressing autophagy increased the vulnerability of GBM stem cells to temozolomide (TMZ) [27]. This suggests that future testing of the combination of diosmin with TMZ and radiation for treatment of GBM is warranted.

In this study, we found that the E2F targets pathway is the most changeable and downregulated in GBM cells treated with diosmin. 

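E2F1 had log2 differences of -0.03 in GBM8401 and -0.06 in LN229 and RB1, its inhibitor, of 0.04 in GBM8401 and -0.12 in LN229, and neither passed (adjusted p = 0.951 and 0.807 for E2F1, 0.961 and 0.770 for RB1, from limma). Of 19 genes of E2F and DREAM regulators in GBM8401, 1 rose, 4 fell and 14 did not pass (1 and 4 adjusted over the list alone). FOXM1, a transcription factor of mitotic genes, had -0.97 (SE 0.10), E2F2 -0.64 and E2F8, a repressor, -0.63, and the repressor E2F6 rose by 0.71. In LN229, 0 rose, 1 fell and 18 did not pass (0 and 0 adjusted over the list alone), and MYBL2, a partner of the DREAM subunits, was the gene that fell (-0.31), a call that ended in 6 of the 8 fits with 1 array left out (highest adjusted p = 0.262, without LN229 DMSO replicate 1). The list's median was 0.00 in GBM8401, where its mean was -0.10, and -0.08 in LN229, and it passed in neither (camera adjusted p = 0.282 and 0.195 from limma). It passed in LN229 without diosmin replicate 1 (adjusted p = 0.0466) and fry called it against no change in GBM8401 (adjusted p = 0.0464). Of 17 G1 cyclins, kinases and inhibitors, 3 rose, 2 fell and 12 did not pass (4 and 3 adjusted over the list alone) in GBM8401 and 0 rose, 1 fell and 16 did not pass (0 and 1 adjusted over the list alone) in LN229, and the list passed in neither cell line (medians 0.03 and -0.11, mean -0.05 in GBM8401, camera adjusted p = 0.945 and 0.155 from limma). The GBM8401 calls of E2F2, E2F8 and E2F6 ended in 4, 3 and 2 of the 8 fits with 1 array left out (highest adjusted p = 0.0884, 0.0728 and 0.0584). From the fall of the E2F targets, the paper proposes that repression of this pathway may partly explain the G1 arrest it observed.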

E2F family members play critical roles during G1/S transition in the cell cycle [28]. Consequently, repression of the E2F pathway may partially explain the diosmin-induced G1 cell cycle arrest observed in this study. In addition, the E2F pathway has been connected to the regulation of autophagic activity [29]. Jiang et al. reported that suppression of E2F1 by RB1 in cells contributes to increased levels of autophagy [30]. However, Polager et al. reported the E2F1 promotes autophagic activity by upregulating several autophagic factors, including ATG1, ATG5, and LC3 [31]. This suggests that the precise role of the E2F pathway in autophagic regulation may depend, in part, on environmental factors. Further studies investigating the changes in E2F family members caused by diosmin in GBM cells will be needed to clarify this issue. 

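Genes listed for the amino acid response and the PERK and ATF4 arm rose in both cell lines. DDIT3 (CHOP), a transcription factor that this arm induces, rose from an intensity of 2197 ± 143 to 28153 ± 858 (SD, n = 2) in GBM8401 and from an intensity of 6726 ± 354 to 61038 ± 14296 (SD, n = 2) in LN229, log2 differences of 3.68 (SE 0.16, adjusted p = 0.000364 from limma) and 3.16 (SE 0.16, adjusted p = 0.00132 from limma). CHAC1, which degrades glutathione, rose by 3.56 in GBM8401 and 2.45 in LN229 (SE 0.13), NUPR1, a stress-induced chromatin protein, by 3.26 in GBM8401 and 2.16 in LN229 (SE 0.08), and SLC7A11, the cystine transporter, by 2.62 in GBM8401 and 2.32 in LN229 (SE 0.08). Of 36 genes of the PERK and ATF4 arm and the amino acid response in GBM8401, 30 rose, 0 fell and 6 did not pass (30 and 0 adjusted over the list alone), with a median log2 difference of 1.39 (camera adjusted p = 4.2e-20 from limma and adjusted p = 0.162 with an estimated correlation). In LN229, 23 rose, 1 fell and 12 did not pass (28 and 2 adjusted over the list alone), with a median of 0.93 (camera adjusted p = 7.9e-15 and adjusted p = 0.410 with an estimated correlation). The list joins this arm with the amino acid response, so its rise cannot be assigned to PERK from these arrays. Some of its genes belong to the unfolded protein response, which the paper chose on these arrays, so the list is not fully separate support.
Of 26 genes of the IRE1 and XBP1 arm in GBM8401, 8 rose, 4 fell and 14 did not pass (8 and 4 adjusted over the list alone), and in LN229, 4 rose, 2 fell and 20 did not pass (6 and 2 adjusted over the list alone). Its medians of 0.20 and 0.15 did not pass (camera adjusted p = 0.125 and 0.293 from limma). The list passed in GBM8401 without diosmin replicate 1 (adjusted p = 0.0318), and fry called it there against no change (adjusted p = 0.0345). XBP1, the transcription factor of this arm, rose by 1.81 in GBM8401 and 1.16 in LN229 (SE 0.08), and the arrays do not read its splicing. Of 21 genes of the ATF6 arm and the chaperones of the endoplasmic reticulum in GBM8401, 6 rose, 1 fell and 14 did not pass (7 and 3 adjusted over the list alone), and in LN229, 5 rose, 0 fell and 16 did not pass (7 and 0 adjusted over the list alone). These medians of 0.16 and 0.24 did not pass either (camera adjusted p = 0.315 and 0.150 from limma), though fry called the list against no change in GBM8401 (adjusted p = 0.0387), and it passed in LN229 with quantile (adjusted p = 0.0463) or cyclic loess normalization (adjusted p = 0.0487), without probes at the floor (adjusted p = 0.0492) and by GSEA (adjusted p = 0.0450). HSPA5, the main chaperone of the endoplasmic reticulum, rose by 0.49 in GBM8401 and 0.65 in LN229 (SE 0.12). The sensor genes did not pass, with log2 differences of -0.19 in GBM8401 and -0.09 in LN229 for EIF2AK3 (PERK) and 0.03 in GBM8401 and -0.64 in LN229 for ERN1 (IRE1, SE 0.73). The calls of HSPA5 ended in 7 of the 8 fits with 1 array left out in GBM8401 (highest adjusted p = 0.192, without GBM8401 DMSO replicate 2) and in 5 in LN229 (highest adjusted p = 0.183, without LN229 DMSO replicate 1).

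**Figure D3:**
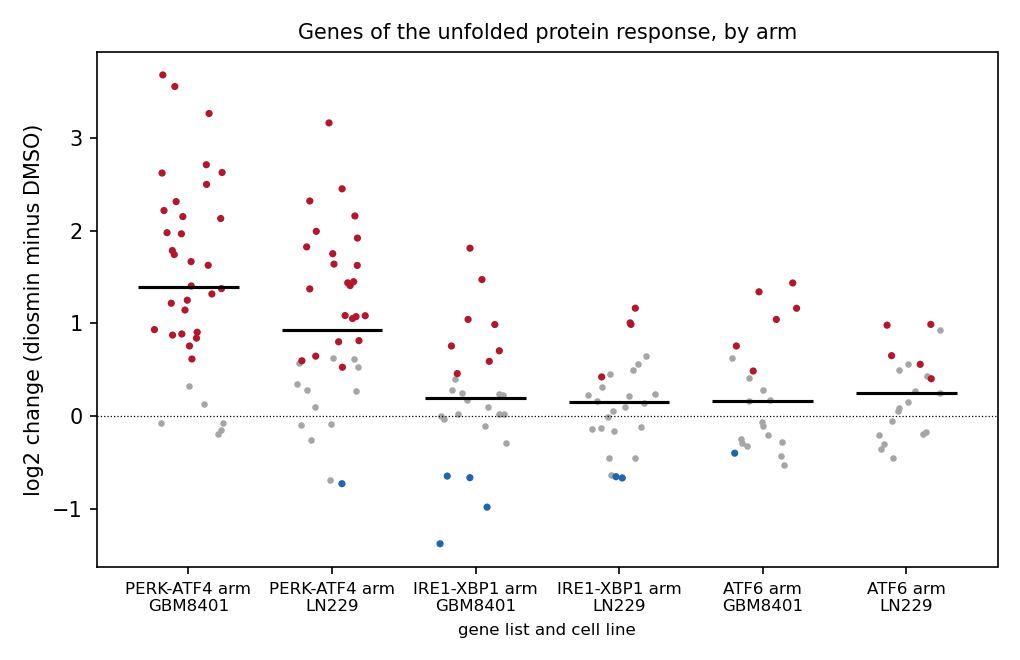
Log2 difference between diosmin and DMSO (y axis) of genes in GBM8401 and LN229. The lists are those of the PERK and ATF4 (36 genes), IRE1 and XBP1 (26) and ATF6 (21) arms. The first list also holds genes of the amino acid response. Each gene is a point, with a bar at the median. Red points rose and blue points fell at an adjusted p under 0.05 from limma, and grey points did not pass. The bars of the PERK and ATF4 arm stand at 1.39 and 0.93, and those of the other arms between 0.15 and 0.24.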

The significant upregulation of unfolded protein responses (UPR) pathway is also noted in diosmin-treated GBM cells. UPR plays as a protective system against unfolded or misfolded proteins and is coordinated by endoplasmic reticulum membrane sensors [32]. Like autophagy, the UPR pathway is a double-edged sword in antitumor therapy. UPR is initially elicited under stress state and can cause either survival or death reliant on trigger and duration [33]. Dastghaib et al. reported that cotreatment with simvastatin and temozolomide could induce U87 and U251 glioma cell death by inducing UPR and inhibited autophagy flux [34]. Moreover, simvastatin–temozolomide-induced inhibition of autophagic flux in GBM cells is associated with IRE1 and PERK signaling arms of the UPR [34]. This report provides potential signaling arms of UPR for explanation of autophagic flux inhibition in diosmin-treated glioma cells. This will be worth for further investigation in the future.

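CCL2, which attracts monocytes, fell from an intensity of 3748 ± 80.4 to 970.1 ± 47.5 (SD, n = 2) in GBM8401 (adjusted p = 0.000654 from limma). It fell from an intensity of 11965 ± 36.2 to 2649 ± 382 (SD, n = 2) in LN229 (adjusted p = 0.00124 from limma). A second probe of CCL2 gave log2 differences of -2.05 and -2.27. The fall did not differ between the cell lines by more than the spread of the arrays (difference 0.23, SE 0.15, adjusted p = 0.553 from limma). Of 28 chemokines and cytokines in GBM8401, 1 rose, 4 fell and 23 did not pass (1 and 4 adjusted over the list alone), and the list's median of -0.07 did not pass (camera adjusted p = 0.0710 from limma), except without GBM8401 diosmin replicate 1 (adjusted p = 0.0191) and by GSEA (adjusted p = 0.0456). Fry called it against no change (adjusted p = 0.00334). In LN229, 2 rose, 4 fell and 22 did not pass (3 and 4 adjusted over the list alone), with a median of -0.08 (camera adjusted p = 0.0386 and adjusted p = 0.410 with an estimated correlation). CCL2, IL24 and MSMP fell and IL11 rose in both cell lines. CCL2, IL24 and MSMP are genes of Figure 5B, which the paper chose on these arrays, so the direction of the list is not independent evidence. The LN229 call of the list ended without DMSO replicate 2 (adjusted p = 0.0552) and without diosmin replicate 1 (adjusted p = 0.185) or 2 (adjusted p = 0.0626). It also ended with the mean of the probes (adjusted p = 0.0731) and on the methods' t-test (adjusted p = 0.0594).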

We used gene microarray analysis and discovered that CCL2 is the potential downstream target of diosmin. CCL2 is one of the CC chemokine group and has monocyte chemoattractant ability to promote inflammatory responses [35]. CCL2 overexpression is observed in several types of cancer, including glioma and prostate cancer. Lu et al. reported increased CCL2 expression in glioma tissue compared with healthy tissue. Moreover, CCL2 silencing by siRNA could repress the growth and angiogenesis in the U251 glioma cell line [36]. Shono et al. also reported that the anti-glioma effects of celecoxib are associated with CCL2 knockdown [37]. In prostate cancer studies, CCL2 overexpresses in the tumor microenvironment and acts as an important role in tumorigenesis and invasion [35]. Moreover, Roca et al. found that CCL2 protects prostate cancer PC3 cells from autophagic death by upregulation of survivin [38]. This report provides a potential molecular mechanism between diosmin and autophagic control. However, more studies are required to validate this issue.

Soares et al. also reported that diosmin significantly inhibited the viability of three different GBM cells, except healthy human astrocytes. This result provided another evidence for diosmin’s anti-GBM ability. They found that diosmin provoked caspase-dependent apoptosis in GBM cells, as evidenced by the TUNEL assay [39]. However, we did not observe significantly increased apoptosis in this study. The difference of tested cell lines may partially explain this dissimilar result.

## 5. Conclusions

Our data demonstrate the anticancer impact of diosmin on the GBM8401 and LN229 human GBM cell lines. These effects reflect diosmin’s ability to inhibit cell cycling, EMT, and autophagic flux. Diosmin exerts these effects without serious toxicity toward the control SVG-p12 astrocyte line, though higher concentrations did diminish astrocyte viability. This study provides potentially helpful support for the development of new therapies for the treatment of glioma. Future experiments will be required to gain further insight into diosmin’s antitumor effects on TMZ- and radiation-resistant GBM cells.

## Figures and Tables

**Figure 1:**
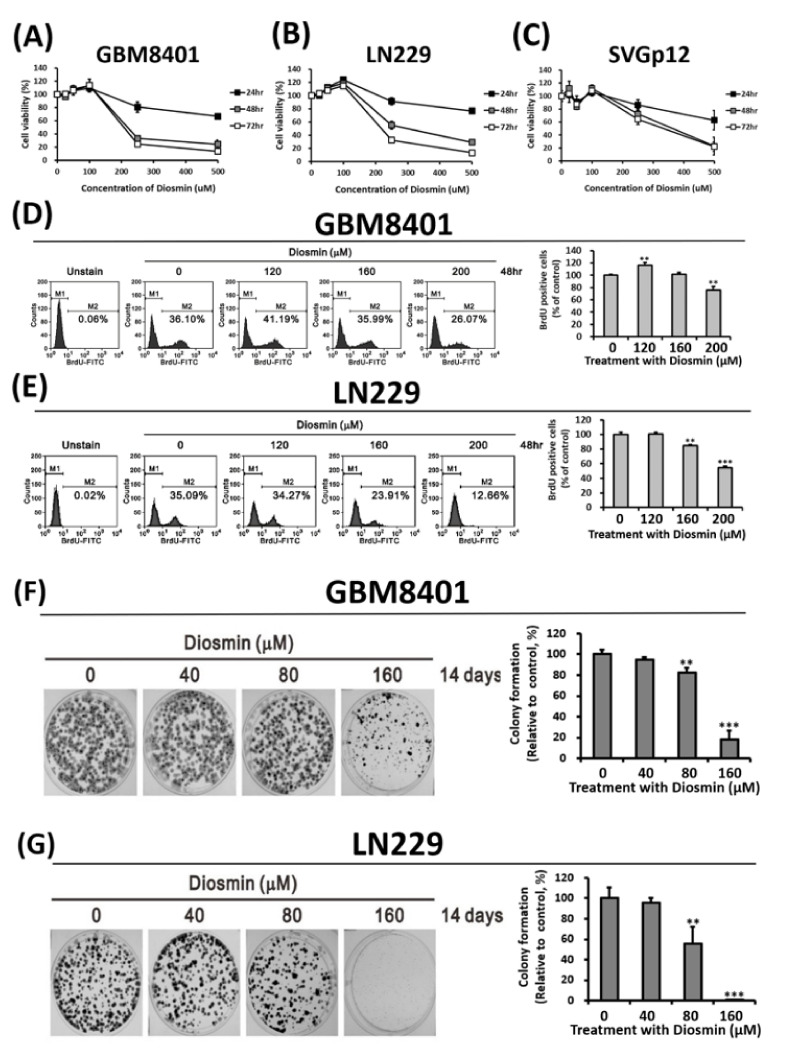
Diosmin concentration-dependently inhibits the growth and proliferation of GBM cells. (**A**–**C**) The viability of GBM8401 (**A**), LN229 (**B**), and SVGp12 (**C**) cells treated with DMSO or different concentrations of diosmin was analyzed with MTS tests after 24 h, 48 h, and 72 h. Data are presented as the mean ± S.D. of at least three independent experiments; ** *p* < 0.01, and *** *p* < 0.001. (**D**,**E**) GBM8401 (**D**) and LN229 (**E**) cells treated with diosmin for 48 h were stained with BrdU and processed for flow cytometric analysis. M1, BrdU-negative cells; M2, BrdU-positive cells. Cells not treated with BrdU were used as a blank. The results are presented as the mean ± S.D. (*n* = 3); ** *p* < 0.01 and *** *p* < 0.001. (**F**,**G**) Clonogenic assay of diosmin-treated GBM8401 (**F**) and LN229 (**G**) cells. The cells were grown in 6-well plates for 14 days, after which they were fixed and stained with crystal violet. Data are presented as the mean ± S.D. of at least four independent experiments; ** *p* < 0.01 and *** *p* < 0.001.

**Figure 2:**
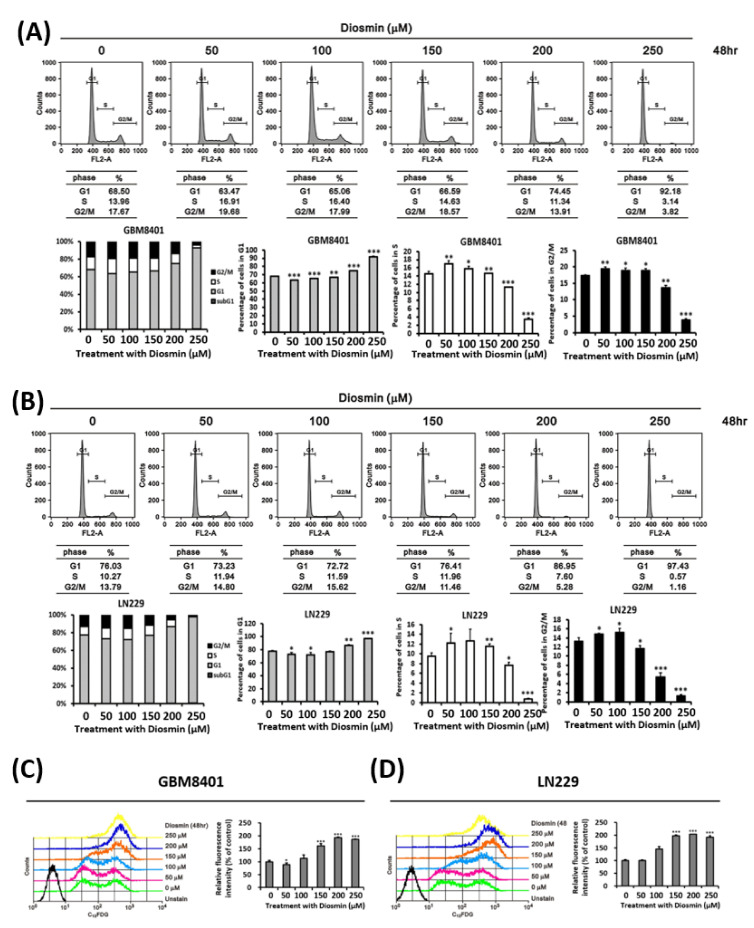
Diosmin induces G1 phase arrest and senescence in GBM cells. (**A**,**B**) Flow cytometric examination of the cell cycle after PI staining of control and diosmin-treated GBM8401 (**A**) and LN229 (**B**) cells. The cell percentages in each phase (subG1, G1, S, G2/M) were estimated with CellQuest software (Becton Dickinson). The results are derived from three independent experiments. * *p* < 0.05, ** *p <* 0.01, and *** *p* < 0.001 vs. controls by using the unpaired, two-tailed Student’s *t*-test. (**C**,**D**) Flow cytometric examination of the senescence after C_12_FDG labeling of control and diosmin-treated GBM8401 (**C**) and LN229 (**D**) cells. The data are shown as the mean ± S.D.; *n* = 3; *** *p* < 0.001 compared to the control group.

**Figure 3:**
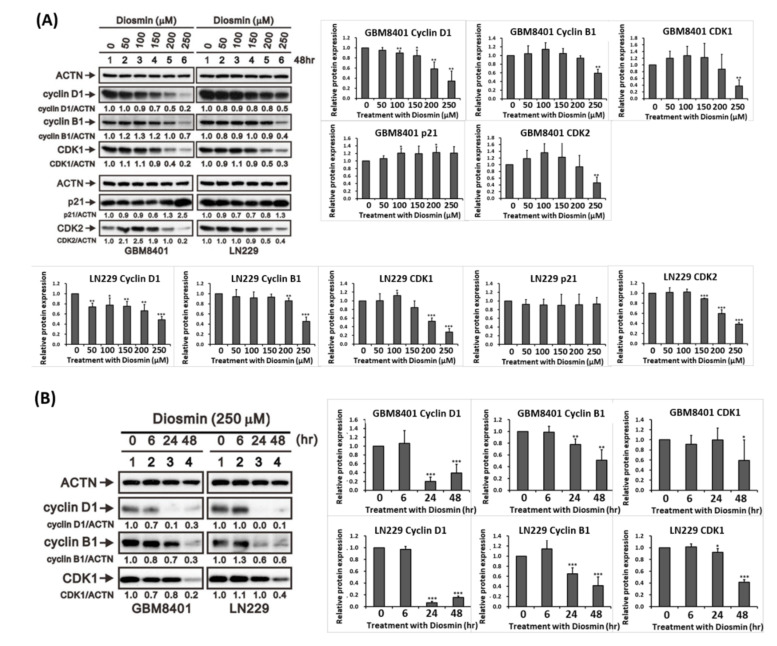
Diosmin induces G1 phase arrest associated with downregulation of cyclin B1, D1, and CDK1. (**A**) Concentration-responsive analysis of cyclin D1, cyclin B1, CDK1, p21, and CDK2 in GBM8401 and LN229 cells (**B**) Time-course analysis of cyclin D1, cyclin B1, and CDK1 in GBM8401 and LN229 cells treated with 250 μM diosmin. The quantification of abovementioned proteins relative to ACTN was shown in the right panel (*n* = 3). * *p* < 0.05, ** *p <* 0.01, and *** *p* < 0.001 vs. control cells.

**Figure 4:**
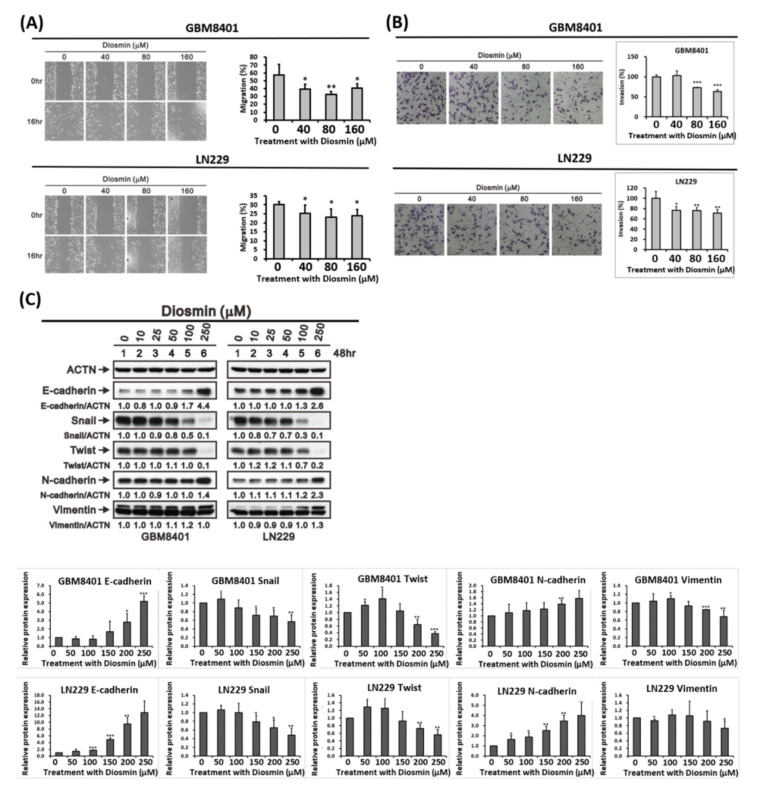
Diosmin reduces the migratory and invasive activities of GBM cells. (**A**) LN229 and GBM8401 cell monolayers in 6 well plates were scratched and then incubated for 16 h with or without the indicated concentrations of diosmin. Wound areas were quantitatively analyzed with ImageJ software and expressed relative to hour 0. (*n* ≥ 3; * *p* < 0.05; ** *p* < 0.01.) (**B**) Invasive activity of LN229 and GBM8401 cells was assessed and quantified with Transwell invasion assays. Invasion areas are presented as the mean ± S.D. (*n* ≥ 3; * *p* < 0.05; ** *p* <0.01, *** *p* < 0.001). (**C**) LN229 and GBM8401 cells were incubated for 48 h with the indicated concentrations of diosmin, after which whole-cell lysates were prepared and subjected to western blot analysis of E-cadherin, Snail, Twist, N-cadherin, and Vimentin expression. The quantification of proteins relative to ACTN was shown in the lower panel (*n* ≥3). * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. control cells.

**Figure 5:**
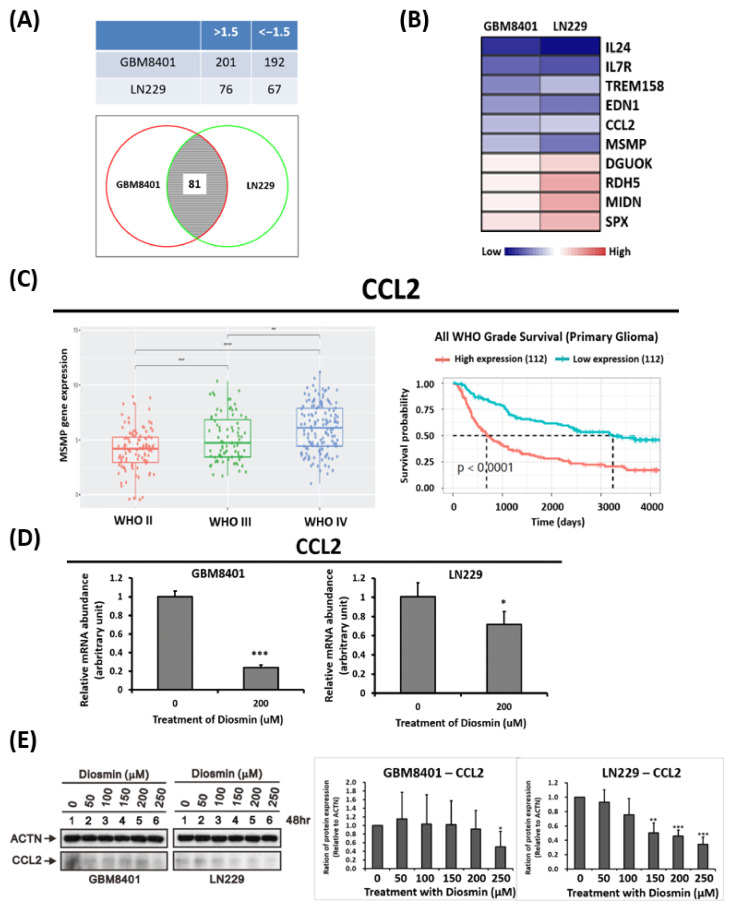
Differentially expressed genes in GBM8401 and LN229 cells treated with 160 μM of diosmin for 48 h. (**A**) Numbers of differentially expressed genes with at least a 1.5-fold change in GBM8401 and LN229 cells are listed (top panel). The Venn diagram shows that expression of 81 genes is influenced by diosmin in both cell types (bottom panel). (**B**) Heat map showing the expression levels of the top 10 mutually upregulated and downregulated mRNAs in GBM8401 and LN229 calls. (**C**) Quantification across WHO grade II-IV (**C**, left panel) and Kaplan–Meier survival analysis (**C**,**D**, right panel) of C-C motif chemokine ligand 2 (CCL2) mRNA levels in the Chinese Glioma Genome Atlas (CGGA) RNA sequencing dataset. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001 (**D**,**E**) real-time RT-PCR analysis of CCL2 mRNA (**D**) and protein (**E**) expression in GBM8401 and LN229 cells treated with 200 μM of diosmin. The quantification of proteins was shown in the right panel (*n* = 3). WHO, World Health Organization; Bars indicate means ± S.D.; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. control cells.

**Figure 6:**
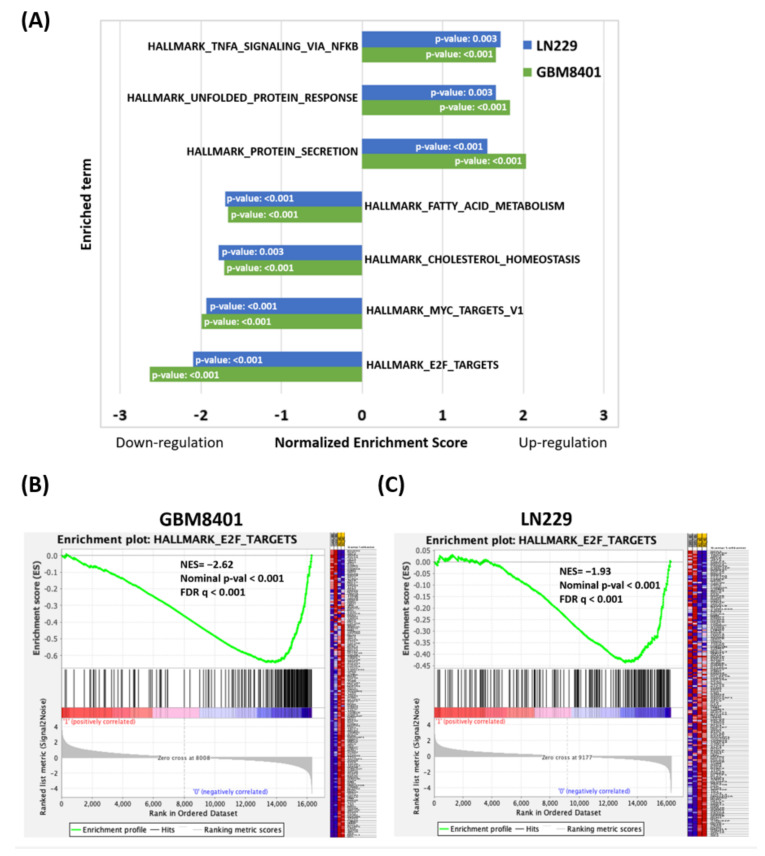
(**A**) Gene set enrichment analysis (GSEA) of the most upregulated and downregulated diosmin-induced phenotypes in GBM8401 and LN229 cells treated with 160 µM of diosmin for 48 h. (**B**,**C**) Enrichment analyses of the most downregulated signal pathway “E2F_targets” in diosmin-treated GBM8401 (**B**) and LN229 (**C**) cells. NES, normalized enrichment score; FDR, false discovery rate.

**Figure 7:**
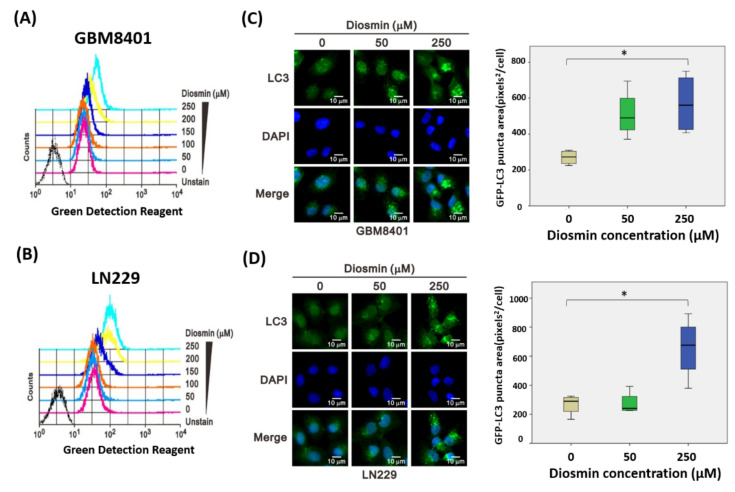
Diosmin induces LC3-II expression in GBM cells. (**A**,**B**) Flow cytometric analysis of the number of autophagic vacuoles in GBM8401 and LN229 cells exposed to increasing concentrations of diosmin for 48 h. (**C**,**D**) Left: LC3-II immunofluorescence imaged after incubation of GBM8401 (**C**) and LN229 (**D**) cells for 48 h with the indicated concentrations of diosmin. Representative images used for thresholding quantification are shown. Right: Box plots showing the total areas of the green fluorescent puncta within the cells (mean ± SEM of 4 independent experiments; * *p* < 0.05, Student’s *t*-test).

**Figure 8:**
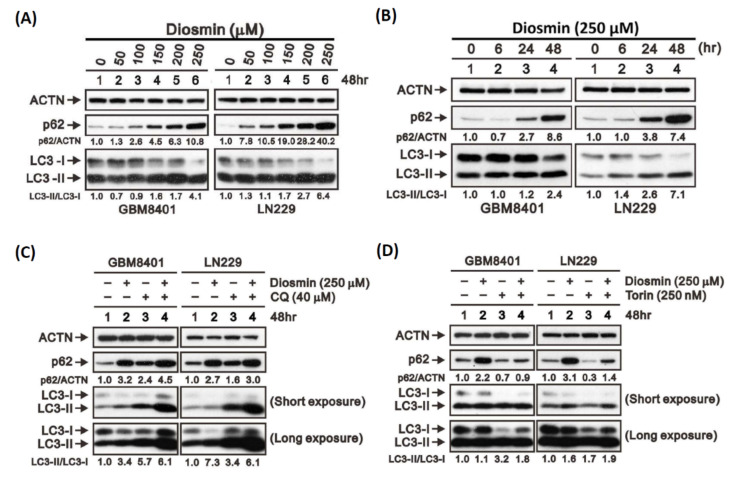
Diosmin is an autophagy inhibitor in GBM cells. (**A**) Western blotting of p62, LC3-I, and LC3-II in lysates from GBM8401 and LN229 cells incubated for 48 h with the indicated concentrations of diosmin. (**B**) Western blotting of p62, LC3-I, and LC3-II in lysates from GBM8401 and LN229 cells indicated with 250 μM of diosmin for the indicated times. (**C**,**D**) Western blotting of p62, LC3-I, LC3-II, and β-actin in lysates from GBM8401 and LN229 cells incubated for 48 h with 10 μM chloroquine (CQ) and/or 250 μM diosmin (**C**) or 100 μM torin and/or 250 μM diosmin (**D**).

**Figure 9:**
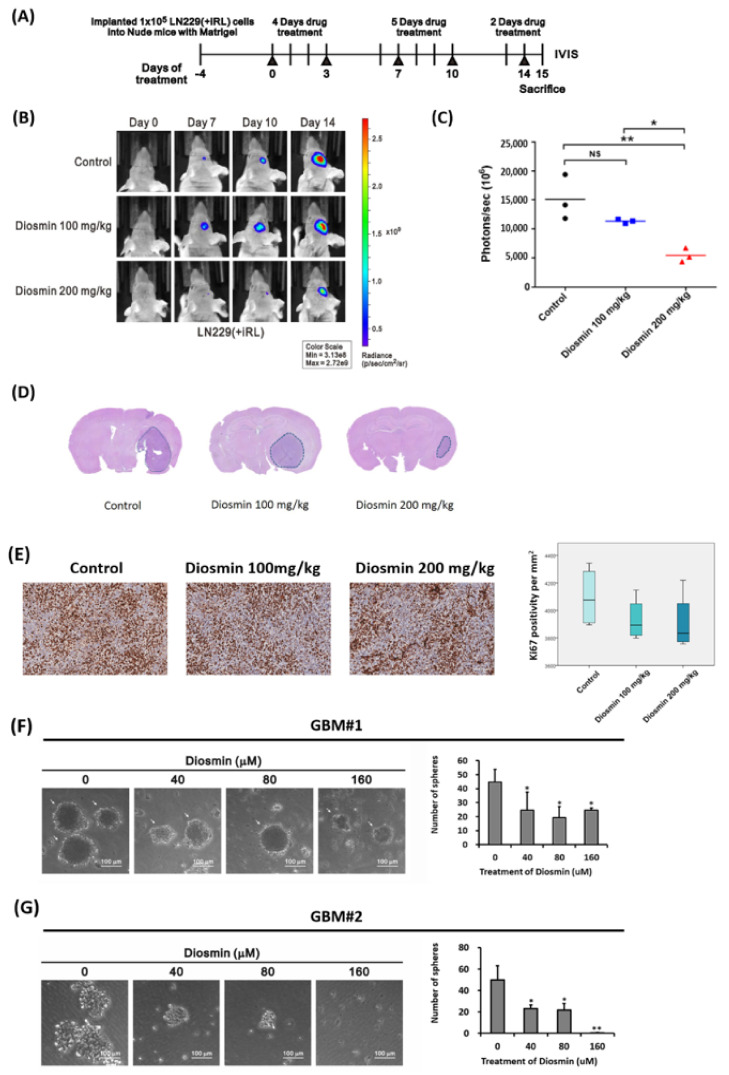
Diosmin inhibits LN229 growth in a mouse orthotopic xenograft model and tumor sphere formation in clinical specimens. (**A**) Experiment timeline for the mouse LN229-iRL orthotopic xenograft model. (**B**) Progression of tumor development estimated from bioluminescence captured with an in vivo imaging system (IVIS). (**C**) Quantitative analyses of in vivo bioluminescent imaging data from the three groups. *n* = 3 for each group; ns, not significant; * *p* < 0.05; ** *p* < 0.01 (**D**,**E**) Representative images of H&S (**D**) and Ki67 (**E**) stained brains from representative mice in the three groups. The sections were prepared 15d after intracerebral injection of LN229-iRL cells. Right: Box plots showing the Ki67 positivity per mm^2^ (mean ± SEM, *n* = 3). (**F**,**G**) Representative photographs of tumor spheres formed from 2 fresh clinical GBM specimens. Scale bar 200 μm. The cells treated with indicated concentrations of diosmin were cultured in 6-well plates for 8 days for GBM#1 and 14 days for GBM#2. Data are presented as the mean ± s.d. of at least four independent experiments; * *p* < 0.05, and ** *p* < 0.01.

**Figure 10:**
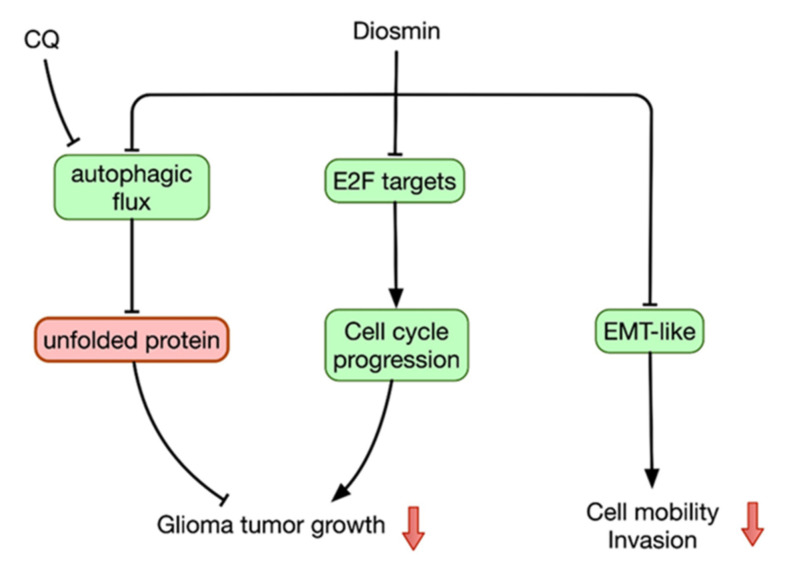
Proposed model for anti-glioma mechanism of diosmin. EMT-like, epithelial-mesenchymal like transition.

## Data Availability

The data presented in this study are available on request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

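Total RNA of GBM8401 and LN229 cells, cultured with diosmin or DMSO for 48 h, was hybridized to 8 arrays of 1 colour (Human OneArray Plus), 2 for each of the 4 groups of cell line and treatment. The deposited intensities are linear spot intensities that the authors scaled by 1 factor per array to a common median within each cell line, with values below 50 set to 50. The scanner, the background correction and the filters on spots are not stated. The floor, the equal medians and the linear scale were checked on the values. In the table of 28264 probes, 3954 stood at the floor on at least 1 array and 483 of them on every array. The 2371 probes without a gene were left out. A gene's probe with the highest mean over the 8 arrays stood for it, and no filter on dim genes was applied, which left 19090 genes. Of these, 2223 were at the floor on at least 1 array, and their log2 differences there are limits and not measurements.

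The log2 of the intensities was fitted in R 4.3.3 with limma 3.58.1, with 1 mean per group (lmFit, then eBayes with a trend of the spread with the level). This left 4 residual degrees of freedom, and the prior added 1.65. Diosmin was compared with DMSO in GBM8401, in LN229, in the mean of both cell lines and in their difference (the interaction). The Benjamini-Hochberg adjustment covered all genes of a comparison, with a threshold of 0.05. A change of at least 1.5-fold was counted on the means of the log2 values (0.58 on the log2 scale), without a test. The paper states a change of 1.5-fold and names no test for it, and its column heads in Figure 5A can be read as a log2 difference of 1.5. Among 47 gene lists, 7 follow the sets of Figure 6A, 34 hold finer processes and 6 hold markers of cell types. They were scored with limma's camera at a correlation of 0.01 between genes, with an adjustment over the lists of a cell line. Camera with an estimated correlation, limma's fry and preranked GSEA (fgsea 1.28.0, genes ranked by signal-to-noise) were run beside it. Fry tests a list against no change and not against the other genes, and its p-values here are those for a shift of the list in 1 direction. In the signal-to-noise ratio, an SD below 0.2 of the mean was raised to that share. The lists, the tests of the results and their alternatives were fixed before the data were examined, except for 3 alternatives named as later choices. The tests of what else might account for a result came later, as said where they stand.

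The genes named in the text follow a rule. It takes the 10 largest rises and the 10 largest falls in each cell line and in their mean, among genes past the adjusted p and with both diosmin arrays apart from both DMSO arrays. It adds 5 genes per direction for the difference between the cell lines, the genes of Figure 5B and genes that the paper names elsewhere. From each list described it adds up to 4 members per cell line, with both directions ranked together. These are the largest changes among members past the adjusted p, or the smallest p where none passed. The alternatives were quantile and cyclic loess normalization and median centring, the mean of a gene's probes or each probe apart, an offset of 32 before the log2, and filters at the 25th percentile and the median of the level. Fits without the trend, with a robust prior, of each cell line alone, with the replicate number as a block, with the methods' t-test and without each array in turn were also made. For the counts, a threshold of 2-fold, the fold from linear means, an unadjusted or adjusted p beside the fold, both diosmin arrays on the same side of both DMSO arrays and the same direction in both cell lines were tried. For the lists of Figure 6A, the genes shared between them were also left out. In a fit without an array, the lone array of its group was assumed to vary like the other groups. The whole procedure was also tested on simulated data with known changes.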

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

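The tests of a difference in the culture medium and of a batch were chosen after the result was seen. The bounds of the other tests were set after the changes of the lists had been seen, on values from an earlier, mistaken choice of probes, and before the tests were run.

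The response to diosmin differed between the cell lines for 98 genes at an adjusted p under 0.05 in limma's test of the interaction (3166 at an unadjusted p under 0.05). In log2 change of GBM8401 minus LN229, PSG1 had 3.07, SLPI 2.82, PSG5 2.35, CPA4 1.90 and SAA1 1.72. DNER had -2.97, KIF11 -1.63, TNS3 -1.32, PBK -1.30 and C1orf141 -0.66, the last at the floor in 3 of the 4 groups. With DMSO, PSG1 had a mean intensity of 175 in GBM8401 and 6189 in LN229. Above the floor of 50, PSG1 could not fall as far in GBM8401 as it did in LN229. Its difference between the cell lines may therefore reflect this limit. A second probe of TNS3 did not pass in either cell line (-0.15 and 0.022). Each of the 10 genes had an adjusted p of 0.0355 in limma. With the replicate number as a block within each cell line, 0 genes passed (3090 at an unadjusted p under 0.05). The count was unstable when 1 array was left out. It fell to almost none without any GBM8401 array or any LN229 DMSO array, and rose strongly without either LN229 diosmin array. Each such fit loses a residual degree of freedom. LN229 with diosmin also had the widest spread between replicates (SD 0.43), which then leaves the estimate of the spread. These changes therefore do not single out an array.

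Lists of genes also differed between the cell lines in camera. In median log2 difference of GBM8401 minus LN229, the PERK and ATF4 arm had 0.52, NRF2 targets 0.45, YAP and SRF targets 0.23, TNFA signaling via NFKB 0.18, TGF-beta targets 0.18, ERK feedback and immediate early genes 0.18, autophagy genes 0.17 and lysosome genes 0.16. Mitosis had -0.63, E2F targets -0.31, cholesterol synthesis enzymes -0.25 and replication genes -0.21. With an estimated correlation, none of the 47 lists passed in camera for the difference (lowest adjusted p = 0.328), while fry called 5 of these lists against no change.

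Genes of the PERK and ATF4 arm and the amino acid response were higher with diosmin in both cell lines. The lowest median of the list over 3 normalizations and both cell lines was 0.897 (log2, quantile normalization in LN229), which the scaling of the arrays does not account for. Median centring is 1 of the 3 and moved no value, so that quantile and cyclic loess normalization alone test this. Over the 33 of 36 members above the median level of all genes, the lower median of the 2 cell lines was 0.813 in LN229, so that noise of dim probes does not account for the rise either. A difference in medium or nutrients between the diosmin and DMSO cultures stays open, since 0 arrays separate the compound from its culture conditions. A response of the cells to diosmin is the biological explanation that the design names, and it cannot be told apart from such a difference.

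Genes of mitosis fell further with diosmin in GBM8401 than in LN229. If LN229 merely responded less in all genes, the list would follow the slope of the other genes. Its median in LN229 lay 0.335 above that prediction (bootstrap SE over genes 0.0478), with 30 of 36 members above it. This argues against a smaller response alone. The SE treats the genes as independent and leaves out the spread between arrays, so that explanation is not excluded. The LN229 diosmin arrays lay 0.320 and 0.241 above the prediction, the latter with a bootstrap SE over genes of 0.115, so that a disagreement between these arrays stays open. A batch that follows the cell line cannot be told apart from it, as 0 groups of arrays scaled together hold both cell lines. A difference in how the cell lines divide under diosmin stays open as well, and was not tested.

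Signals also appeared in lists of further processes. Their median log2 differences from DMSO in GBM8401 and LN229 were 0.72 and 0.20 for NRF2 targets, 0.55 and 0.32 for metallothioneins and 0.25 and 0.46 for replication-dependent histones. They were -0.26 and -0.22 for glycolysis enzymes, -0.10 and -0.12 for ribosomal proteins and -0.27 and -0.15 for astrocyte markers. Each passed in camera in both cell lines with the preset correlation and in neither with an estimated one, and the weighing above does not cover them.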

How the results depend on the processing

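The criterion of a log2 difference of at least 1.5, in a gene's brightest probe or in any of its probes, and the omission of probes at the floor were chosen after seeing the data. Over all alternatives, 170 of 221 values of the 9 counts stayed within 1.5 times the reported count. Of 350 values for the lists of Figure 6A, 307 kept their direction and their side of the threshold, 30 lost the call and 13 gained one. For the other lists these numbers were 1800 of 1920, 82 and 37, and for the named genes 9882 of 11566, 1441 and 242. Median centring moved no value, since the arrays of a cell line share a median, and its values among these say nothing. The cause was not tested, except where an alternative by its construction tests fewer genes or arrays. With a fold threshold of 2, 926 genes changed in GBM8401, 474 in LN229 and 267 in both. With a log2 difference of at least 1.5 the counts were 276, 129 and 75, and with any probe 352, 156 and 88. With an adjusted p beside 1.5-fold, 1290 genes changed in LN229. Among genes above the median level, 2147 changed 1.5-fold in GBM8401 and 1200 in LN229. The count of genes whose change differed between the cell lines was 51 without the trend, 153 with the mean of the probes, 189 with each probe apart, 259 with quantile and 299 with cyclic loess normalization, 309 without probes at the floor, 323 with a robust prior, 337 above the 25th percentile and 425 above the median level. With each cell line fitted alone, limma called 0 genes in LN229 (3864 at an unadjusted p under 0.05). The methods' t-test after adjustment called 13 in GBM8401 and 0 in LN229 (4820 and 2758). The mean of the cell lines and their difference were not run for these 2 alternatives.

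With a correlation estimated from these arrays, which is imprecise, camera called 0 lists in GBM8401 and 0 in LN229 (6 and 5 lists at an unadjusted p under 0.05). Its adjusted p-values in GBM8401 and LN229 were 0.286 and 0.451 for E2F targets, 0.511 and 0.451 for MYC targets, 0.511 and 0.410 for fatty acid metabolism and 0.602 and 0.570 for protein secretion. They were 0.410 for cholesterol homeostasis in LN229, and 0.286 for TNFA signaling via NFKB and 0.615 for the unfolded protein response in GBM8401. By fry, which tests a list against no change and so asks another question than camera, adjusted p was 0.0178 for cholesterol homeostasis in GBM8401, 0.0850 and 0.0846 for protein secretion, and in LN229 0.105 for E2F targets, 0.0846 for fatty acid metabolism, 0.0946 for MYC targets and 0.0407 for TNFA signaling via NFKB. By GSEA it was 0.00286 for cholesterol homeostasis in GBM8401, 0.00735 for TNFA signaling via NFKB and 0.000691 for the unfolded protein response in LN229. The unfolded protein response had 0.114 on the methods' t-test, 0.0849 with GBM8401 fitted alone and 0.0847 above the median level in GBM8401, and in LN229 0.0329 with cyclic loess, 0.0243 with quantile normalization, 0.0280 above the 25th percentile and 0.0405 without probes at the floor. Cholesterol homeostasis in GBM8401 had 0.0371 above the 25th percentile and 0.0440 without probes at the floor. Protein secretion in GBM8401 had 0.0698 with the mean of the probes and 0.0562 above the median level, and fatty acid metabolism had 0.0543 without genes of several lists. The direction reversed for the senescence-associated factors in GBM8401 by fry (adjusted p = 0.0199), and for FGG in LN229 without probes at the floor (log2 difference -0.025).

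Without each array in turn, the genes changed at least 1.5-fold ranged from 3236 to 3859 in GBM8401, from 2043 to 3046 in LN229 and from 1057 to 1153 in both. Genes past the adjusted p ranged from 1484 to 5072 in GBM8401, from 178 (without LN229 DMSO replicate 1) to 3288 (without LN229 diosmin replicate 1) in LN229, from 2549 to 5781 for the mean and from 0 (without GBM8401 diosmin replicate 2) to 1479 (without LN229 diosmin replicate 1) for the difference. Lists past the threshold ranged from 20 to 23 and from 17 to 22. In GBM8401 and LN229, adjusted p ranged from 6.8e-20 to 8.5e-09 and from 4.4e-05 to 0.00651 for E2F targets, from 3.9e-10 to 0.0197 and from 1.3e-05 to 0.000444 for MYC targets, from 0.0212 to 0.166 and from 0.00171 to 0.0130 for cholesterol homeostasis, and from 0.000854 to 0.146 (without GBM8401 diosmin replicate 1) and from 0.00360 to 0.0307 for fatty acid metabolism. It ranged from 3.6e-06 to 0.00112 and from 0.122 to 0.553 for TNFA signaling via NFKB, from 0.000766 to 0.442 (without GBM8401 diosmin replicate 2) and from 0.114 to 0.678 for the unfolded protein response, and from 0.000539 to 0.644 (without GBM8401 diosmin replicate 2) and from 0.00919 to 0.0916 (without LN229 diosmin replicate 1) for protein secretion.

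With the replicate number as a replicate block within each cell line, limma called 2552 genes in GBM8401, 549 in LN229, 3658 for the mean and 0 for the difference (3090 at an unadjusted p under 0.05). The deviations of replicates with the same number had a Pearson r across genes of 0.132 in GBM8401 and 0.00401 in LN229, and nothing says that the numbers pair the samples.

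On simulated data with 2 arrays per group, 14.9% of genes changed 1.5-fold were called in GBM8401, 61.2% of those changed 2-fold and 90.9% of those changed 4-fold, and in LN229 7.46%, 68.7% and 97.0%. Few genes were changed there: 127 were called in GBM8401 and 125 in LN229, against 3809 and 1945 in the data. The adjusted p was therefore harder to pass than in the data. The noise was independent between genes and had the same spread in all groups. These shares are thus not the power of the real comparisons. A gene near the floor cannot show a fall.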

Differences from the paper's values

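The paper reports 201 genes higher and 192 lower in GBM8401, 76 higher and 67 lower in LN229, and 81 changed in both cell lines, at its stated change of 1.5-fold. Here 1771 were higher in GBM8401 against the paper's 201 (158 at a log2 difference of at least 1.5), 1465 lower against the paper's 192 (118 at that criterion), 1220 higher in LN229 against the paper's 76 (70), 823 lower against the paper's 67 (59) and 1075 changed in both against the paper's 81 (75). A count more than 1.5 times above or below the paper's was taken to differ, and under each alternative set before the data were examined all 5 did. The log2 criterion, which the column heads of Figure 5A led to, was chosen after seeing the values; under it the 118 genes lower in GBM8401 still lay outside 1.5 times the paper's 192, the other 4 counts lay within 1.5 times the paper's without being equal to them, and it drops 1 gene of Figure 5B (DGUOK). With a log2 difference of at least 1.5 in any probe of a gene, also chosen after seeing the values, the counts were 182, 170, 85, 71 and 88, each within 1.5 times the paper's and none equal to it, and 0 genes of Figure 5B were dropped.

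The paper lists DGUOK among the genes most changed in both cell lines, and its brightest probe had log2 differences of 0.01 in GBM8401 and 0.05 in LN229. The other 9 genes of Figure 5B changed in the paper's direction in both. A dim probe of DGUOK gave 1.97 and 1.76, and the mean of its probes, an alternative set before the data were examined, gave 0.75 and 0.66 and passed in both. Genes that moved the same way in both cell lines were ranked by the mean change, with falls and rises apart. Among the falls, IL24, IL7R, EDN1, MSMP, TMEM158 and CCL2 had ranks 1, 2, 4, 5, 9 and 17. Among the rises, MIDN, RDH5 and SPX had ranks 27, 30 and 34, behind EGR1 and DDIT3.

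The paper reports cholesterol homeostasis as lower in both cell lines. Camera did not call it in GBM8401 (adjusted p = 0.0598 from limma), while GSEA (adjusted p = 0.00286), genes above the 25th percentile (adjusted p = 0.0371), the omission of probes at the floor (adjusted p = 0.0440) and that of GBM8401 DMSO replicate 1 (adjusted p = 0.0406) or diosmin replicate 2 (adjusted p = 0.0212) did, and fry called it against no change and not against the other genes (adjusted p = 0.0178). It reports TNFA signaling via NFKB and the unfolded protein response as higher in both, and camera called neither in LN229 (adjusted p = 0.195 and 0.155 from limma). There, GSEA (adjusted p = 0.00735) and, against no change, fry (adjusted p = 0.0407) called the first, and quantile (adjusted p = 0.0243) and cyclic loess normalization (adjusted p = 0.0329), genes above the 25th percentile (adjusted p = 0.0280), the omission of probes at the floor (adjusted p = 0.0405) and GSEA (adjusted p = 0.000691) called the second. By GSEA all 7 lists had an adjusted p under 0.05 in both cell lines, in the paper's direction. The paper's own bound is an enrichment score of 1.5. Protein secretion in GBM8401 (NES 1.44) and TNFA signaling via NFKB in LN229 (NES 1.48) did not reach it.

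The paper calls the E2F targets the most changed set. By NES they were so in GBM8401 (-2.83), and in LN229 the MYC targets (-2.22) lay further from 0 than the E2F targets (-2.02).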

Other observations

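The tests of the closeness of the cell lines' DMSO profiles were chosen after the result was seen.

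SQSTM1 (p62), a receptor for cargo, rose from an intensity of 3485 ± 207 to 29307 ± 2361 (SD, n = 2) in GBM8401 and from an intensity of 6443 ± 205 to 15914 ± 1657 (SD, n = 2) in LN229, log2 differences of 3.07 (SE 0.10, adjusted p = 0.000302 from limma) and 1.30 (SE 0.10, adjusted p = 0.00349 from limma). CALCOCO2, another receptor, had 1.74, MAP1LC3B (LC3B) 1.62 and the kinase ULK1 1.24 in GBM8401, while ATG5 (-0.69 in GBM8401 and -0.22 in LN229) did not pass. In LN229 the first 3 had 1.11, 0.92 and 0.42, and these LN229 calls ended in 2, 6 and 6 of the 8 fits with 1 array left out (highest adjusted p = 0.0940 and 0.153 without LN229 DMSO replicate 1, and 0.193 without replicate 2). Of 45 autophagy genes in GBM8401, 16 rose, 2 fell and 27 did not pass (18 and 3 adjusted over the list alone), with a median of 0.28 (camera adjusted p = 5.2e-05 and adjusted p = 0.286 with an estimated correlation, from limma). In LN229, 9 rose, 0 fell and 36 did not pass (11 and 0 adjusted over the list alone), with a median of 0.26 (camera adjusted p = 0.000489 and adjusted p = 0.410 with an estimated correlation). Of 54 lysosome genes in GBM8401, 19 rose, 6 fell and 29 did not pass (26 and 7 adjusted over the list alone), with a median of 0.32 (camera adjusted p = 0.00110 and adjusted p = 0.367 with an estimated correlation). In LN229, 8 rose, 5 fell and 41 did not pass (12 and 6 adjusted over the list alone), and the median of 0.19 did not pass (adjusted p = 0.0837), except by quantile (adjusted p = 0.0240) or cyclic loess normalization (adjusted p = 0.0313), with genes above the 25th percentile (adjusted p = 0.0210) or the median level (adjusted p = 0.00863), without probes at the floor (adjusted p = 0.0368) and by GSEA (adjusted p = 0.0426). Fry, which tests a list against no change, called it too (adjusted p = 0.0485). PSAP, which activates lysosomal hydrolases, rose by 1.58 in GBM8401, and ATP6V0E1, a proton pump subunit, fell by 1.66 on the log2 scale.

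HMOX1, the heme oxygenase and a target of NRF2, the regulator of oxidative stress genes, rose by 2.81 in GBM8401 and 2.21 in LN229 (SE 0.21, without LN229 DMSO replicate 1 adjusted p = 0.0559 in LN229). Of 23 NRF2 targets in GBM8401, 15 rose, 1 fell and 7 did not pass (15 and 1 adjusted over the list alone), with a camera adjusted p = 4.3e-08 and adjusted p = 0.162 with an estimated correlation from limma. In LN229, 6 rose, 0 fell and 17 did not pass (6 and 0 adjusted over the list alone), with a camera adjusted p = 0.00187 and adjusted p = 0.410 with an estimated correlation, and the call ended without LN229 diosmin replicate 1 (adjusted p = 0.0547). Of 9 metallothionein genes, which resemble each other, 4 rose, 0 fell and 5 did not pass (6 and 0 adjusted over the list alone) in GBM8401, with a camera adjusted p = 0.00293 and adjusted p = 0.286 with an estimated correlation. In LN229, 2 rose, 0 fell and 7 did not pass (3 and 0 adjusted over the list alone), with a camera adjusted p = 0.0256 and adjusted p = 0.410 with an estimated correlation. The LN229 call ended without DMSO replicate 2 (adjusted p = 0.117), without diosmin replicate 1 (adjusted p = 0.0803) or 2 (adjusted p = 0.0883) and by GSEA (adjusted p = 0.129). Above the median level both calls ended (adjusted p = 0.0535 and 0.111). Of 22 replication-dependent histone genes, also alike in sequence, 8 rose, 2 fell and 12 did not pass (8 and 2 adjusted over the list alone) in GBM8401, with a camera adjusted p = 0.0101 and adjusted p = 0.465 with an estimated correlation. In LN229, 8 rose, 0 fell and 14 did not pass (9 and 0 adjusted over the list alone), with a camera adjusted p = 0.000594 and adjusted p = 0.410 with an estimated correlation. H4C8 had log2 differences of 2.07 in GBM8401 and 2.12 in LN229 and H2AC6 of 2.00 in GBM8401 and 1.59 in LN229.

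Of 19 TGF-beta targets in GBM8401, 10 rose, 2 fell and 7 did not pass (12 and 2 adjusted over the list alone), with a median of 0.54 (camera adjusted p = 0.000633 and adjusted p = 0.162 with an estimated correlation, from limma). In LN229, 5 rose, 1 fell and 13 did not pass (6 and 1 adjusted over the list alone), with a median of 0.13 that did not pass (adjusted p = 0.0888), except with quantile (adjusted p = 0.0421) or cyclic loess normalization (adjusted p = 0.0419), with genes above the median level (adjusted p = 0.00287) and without probes at the floor (adjusted p = 0.0492). Fry called it against no change (adjusted p = 0.00699). CCN2, a secreted matrix protein, rose by 1.56 in LN229, and ID3, an inhibitor of transcription factors, by 1.57 in GBM8401 and 1.19 in LN229, though another probe of ID3 did not pass (-0.08 and 0.75). Of 25 ERK feedback and immediate early genes, 7 rose, 5 fell and 13 did not pass (14 and 5 adjusted over the list alone) in GBM8401, with a median of 0.39 (camera adjusted p = 0.0301 and adjusted p = 0.578 with an estimated correlation). The call ended without GBM8401 DMSO replicate 1 (adjusted p = 0.0501) or diosmin replicate 2 (adjusted p = 0.161), with the mean of the probes (adjusted p = 0.134), genes above the 25th percentile (adjusted p = 0.0680), on the methods' t-test (adjusted p = 0.0652) and by GSEA (adjusted p = 0.143). In LN229, 7 rose, 5 fell and 13 did not pass (9 and 5 adjusted over the list alone), median 0.21 (adjusted p = 0.544). Of 19 glycolysis enzymes, 1 rose, 7 fell and 11 did not pass (1 and 8 adjusted over the list alone) in GBM8401, with a camera adjusted p = 0.00612 and adjusted p = 0.286 with an estimated correlation. In LN229, 1 rose, 4 fell and 14 did not pass (1 and 4 adjusted over the list alone), with a camera adjusted p = 0.000755 and adjusted p = 0.410 with an estimated correlation. The GBM8401 call ended without GBM8401 diosmin replicate 1 (adjusted p = 0.0590) and by GSEA (adjusted p = 0.217). LDHA, the lactate dehydrogenase, fell by 1.00 on the log2 scale in GBM8401.

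Of 50 ribosomal protein genes, 2 rose, 7 fell and 41 did not pass (2 and 7 adjusted over the list alone) in GBM8401, with a camera adjusted p = 0.0156 and adjusted p = 0.574 with an estimated correlation from limma. In LN229, 1 rose, 8 fell and 41 did not pass (1 and 8 adjusted over the list alone), with a camera adjusted p = 7.7e-05 and adjusted p = 0.410 with an estimated correlation. The GBM8401 call ended with quantile (adjusted p = 0.470) or cyclic loess normalization (adjusted p = 0.704) and without GBM8401 DMSO replicate 2 (adjusted p = 0.110) or diosmin replicate 1 (adjusted p = 0.146). Of 29 genes of ribosome biogenesis, 3 rose, 3 fell and 23 did not pass (3 and 3 adjusted over the list alone) in GBM8401, median -0.12 (adjusted p = 0.282, but 0.0382 without GBM8401 diosmin replicate 2), and 1 rose, 3 fell and 25 did not pass (1 and 9 adjusted over the list alone) in LN229, median -0.26 (camera adjusted p = 0.00169 and adjusted p = 0.451 with an estimated correlation). Of 40 genes of oxidative phosphorylation, 0 rose, 3 fell and 37 did not pass (0 and 0 adjusted over the list alone) in GBM8401, median -0.11 (adjusted p = 0.125, but 0.00694 without GBM8401 diosmin replicate 2 and 0.0497 with GBM8401 fitted alone), and 0 rose, 2 fell and 38 did not pass (0 and 0 adjusted over the list alone) in LN229, median -0.11 (camera adjusted p = 0.00353 and adjusted p = 0.467 with an estimated correlation). Against no change, fry called neither ribosome biogenesis (adjusted p = 0.0846) nor oxidative phosphorylation (adjusted p = 0.164) in LN229. Of 10 astrocyte markers, 0 rose, 4 fell and 6 did not pass (0 and 4 adjusted over the list alone) in GBM8401, with a camera adjusted p = 0.0361 and adjusted p = 0.286 with an estimated correlation. In LN229, 0 rose, 3 fell and 7 did not pass (0 and 4 adjusted over the list alone), with a camera adjusted p = 0.0100 and adjusted p = 0.410 with an estimated correlation. The GBM8401 call ended without GBM8401 DMSO replicate 2 (adjusted p = 0.0783) or diosmin replicate 1 (adjusted p = 0.146), with quantile (adjusted p = 0.0593) or cyclic loess normalization (adjusted p = 0.0510), with the mean of the probes (adjusted p = 0.0881), without probes at the floor (adjusted p = 0.0575) and by GSEA (adjusted p = 0.235). SOX9, a glial transcription factor among them, had log2 differences of -1.53 in GBM8401 and -1.29 in LN229. Of 37 interferon-stimulated genes, 4 rose, 7 fell and 26 did not pass (5 and 8 adjusted over the list alone) in GBM8401, median -0.04 (adjusted p = 0.457), and 1 rose, 5 fell and 31 did not pass (1 and 9 adjusted over the list alone) in LN229, median -0.05 (camera adjusted p = 0.0171 and adjusted p = 0.410 with an estimated correlation). The LN229 call ended without LN229 diosmin replicate 1 (adjusted p = 0.0696) or 2 (adjusted p = 0.0626) and above the median level (adjusted p = 0.123), and IFITM1, an inhibitor of viral entry, had -1.16 in GBM8401 and -2.45 in LN229.

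Camera from limma called none of the remaining lists in either cell line. Of 23 p53 targets, 7 rose, 6 fell and 10 did not pass (7 and 6 adjusted over the list alone) in GBM8401, and 3 rose, 3 fell and 17 did not pass (7 and 6 adjusted over the list alone) in LN229, with medians of 0.09 and -0.05 (adjusted p = 0.457 and 0.999). Of 24 YAP and SRF targets, 9 rose, 4 fell and 11 did not pass (10 and 4 adjusted over the list alone) in GBM8401, and 5 rose, 6 fell and 13 did not pass (9 and 6 adjusted over the list alone) in LN229, with medians of 0.27 and 0.10 (adjusted p = 0.0831 and 0.676). Of 27 hypoxia targets, 3 rose, 8 fell and 16 did not pass (4 and 9 adjusted over the list alone) in GBM8401, and 3 rose, 4 fell and 20 did not pass (5 and 7 adjusted over the list alone) in LN229, with medians of 0.07 and -0.04 (adjusted p = 0.486 and 0.207). Of 19 heat shock genes, 2 rose, 5 fell and 12 did not pass (2 and 5 adjusted over the list alone) in GBM8401, and 1 rose, 0 fell and 18 did not pass (1 and 0 adjusted over the list alone) in LN229, with medians of -0.16 and 0.00 (adjusted p = 0.130 and 0.999). The YAP and SRF targets passed in GBM8401 without DMSO replicate 2 (adjusted p = 0.0447) or diosmin replicate 1 (adjusted p = 0.0355), and the heat shock genes without GBM8401 diosmin replicate 2 (adjusted p = 0.0249). SESN2, a stress-induced p53 target that ATF4 also induces, rose by 2.50 in GBM8401 and 1.75 in LN229. Of 21 regulators and markers of the epithelial-mesenchymal transition, 6 rose, 1 fell and 14 did not pass (6 and 1 adjusted over the list alone) in GBM8401, and 4 rose, 0 fell and 17 did not pass (6 and 3 adjusted over the list alone) in LN229, with medians of 0.16 and 0.12 (adjusted p = 0.0710 and 0.201). Of 18 epithelial markers, 2 rose, 1 fell and 15 did not pass (2 and 1 adjusted over the list alone) in GBM8401, and 1 rose, 0 fell and 17 did not pass (1 and 0 adjusted over the list alone) in LN229, with medians of 0.04 and 0.01 (adjusted p = 0.767 and 0.999). Of 24 apoptosis regulators, 8 rose, 5 fell and 11 did not pass (10 and 5 adjusted over the list alone) in GBM8401, and 4 rose, 2 fell and 18 did not pass (5 and 2 adjusted over the list alone) in LN229, with medians of 0.18 and 0.01 (adjusted p = 0.125 and 0.999). Of 24 glioma stem markers, 3 rose, 3 fell and 18 did not pass (3 and 3 adjusted over the list alone) in GBM8401, and 1 rose, 2 fell and 21 did not pass (1 and 4 adjusted over the list alone) in LN229, with medians of -0.11 and -0.10 (adjusted p = 0.486 and 0.150). Against no change, fry called the regulators and markers of the transition in both cell lines (adjusted p = 0.00103 and 0.000799). In GBM8401 it also called the p53 targets (adjusted p = 0.0304), the YAP and SRF targets (adjusted p = 0.00971), the apoptosis regulators (adjusted p = 0.0157) and the interferon-stimulated genes (adjusted p = 0.0122), and in LN229 the glioma stem markers (adjusted p = 0.0407).

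Of 25 collagens and matrix genes, 3 rose, 2 fell and 20 did not pass (3 and 2 adjusted over the list alone) in GBM8401, and 1 rose, 3 fell and 21 did not pass (1 and 3 adjusted over the list alone) in LN229, with medians of 0.01 and 0.02 (adjusted p = 0.826 and 0.512). Of 23 senescence-associated factors, 3 rose, 3 fell and 17 did not pass (3 and 3 adjusted over the list alone) in GBM8401, and 4 rose, 3 fell and 16 did not pass (4 and 3 adjusted over the list alone) in LN229, with medians of 0.00 and 0.06 (adjusted p = 0.908 and 0.999). Of 15 aryl hydrocarbon receptor targets, 3 rose, 3 fell and 9 did not pass (4 and 4 adjusted over the list alone) in GBM8401, and 2 rose, 2 fell and 11 did not pass (2 and 2 adjusted over the list alone) in LN229, with medians of 0.10 and 0.14 (adjusted p = 0.668 and 0.748). Markers of cell types stood beside these. Of 10 neuron markers, 1 rose, 1 fell and 8 did not pass (1 and 1 adjusted over the list alone) in GBM8401, and 1 rose, 1 fell and 8 did not pass (1 and 2 adjusted over the list alone) in LN229, with medians of -0.06 and -0.05 (adjusted p = 0.767 and 0.477). Of 9 oligodendrocyte markers, 0 rose, 0 fell and 9 did not pass (0 and 0 adjusted over the list alone) in GBM8401, and 0 rose, 0 fell and 9 did not pass (0 and 0 adjusted over the list alone) in LN229, with medians of -0.11 and 0.04 (adjusted p = 0.760 and 0.999). Of 12 microglia and macrophage markers, 2 rose, 0 fell and 10 did not pass (2 and 0 adjusted over the list alone) in GBM8401, and 0 rose, 0 fell and 12 did not pass (0 and 0 adjusted over the list alone) in LN229, with medians of -0.02 and -0.01 (adjusted p = 0.718 and 0.999). Of 10 endothelial markers, 0 rose, 0 fell and 10 did not pass (0 and 0 adjusted over the list alone) in GBM8401, and 0 rose, 0 fell and 10 did not pass (0 and 0 adjusted over the list alone) in LN229, with medians of 0.11 and 0.12 (adjusted p = 0.767 and 0.999). Of 10 fibroblast and pericyte markers, 1 rose, 2 fell and 7 did not pass (1 and 3 adjusted over the list alone) in GBM8401, and 1 rose, 0 fell and 9 did not pass (1 and 1 adjusted over the list alone) in LN229, with medians of -0.26 and -0.10 (adjusted p = 0.199 and 0.491). The mean had the other sign than the median for hypoxia targets in GBM8401 (mean -0.06), neuron markers in GBM8401 (mean 0.0052), microglia and macrophage markers in GBM8401 (mean 0.13), p53 targets in LN229 (mean 0.06), heat shock genes in LN229 (mean 0.05), aryl hydrocarbon receptor targets in LN229 (mean -0.03), senescence-associated factors in LN229 (mean -0.09), neuron markers in LN229 (mean 0.02) and microglia and macrophage markers in LN229 (mean 0.06).

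The paper studies several proteins of the cell cycle and of the epithelial-mesenchymal transition. Of their transcripts, CCNB1 (cyclin B1) had a log2 difference of -0.90 (SE 0.12, adjusted p = 0.00603 from limma) in GBM8401 and -0.21 in LN229, which did not pass. CCND1 (cyclin D1) had 0.26 in GBM8401, which did not pass, and -0.63 in LN229, where the call ended without LN229 DMSO replicate 1 (adjusted p = 0.0865) or 2 (adjusted p = 0.0744). CDK1 fell by 0.49 and CDKN1A (p21) rose by 0.38 in GBM8401, calls that ended in 2 and 6 of the 8 fits with 1 array left out (highest adjusted p = 0.0733 without GBM8401 DMSO replicate 2 and 0.121 without replicate 1). Another probe of CDKN1A had 0.40 and did not pass (adjusted p = 0.101). In LN229, CDK1 and CDKN1A had 0.11 and -0.23 and did not pass. VIM (vimentin) fell by 0.50 in GBM8401, a call that ended in 6 of the 8 fits with 1 array left out (highest adjusted p = 0.176, without GBM8401 DMSO replicate 1), and had -0.42 in LN229. CDK2 (-0.41 in GBM8401 and -0.25 in LN229), CDH1 (-0.18 in GBM8401 and 0.04 in LN229), CDH2 (0.13 in GBM8401 and 0.57 in LN229), SNAI1 (-0.20 in GBM8401 and -0.17 in LN229), TWIST1 (0.24 in GBM8401 and 0.11 in LN229), ACTN1 (-0.02 in GBM8401 and -0.05 in LN229) and ACTB (-0.07 in GBM8401 and 0.04 in LN229) did not pass in either. BIRC5 (-0.41 in GBM8401 and -0.29 in LN229) did not pass in its brightest probe, while 2 others passed in GBM8401 (-0.43 and -0.51, adjusted p = 0.0481 and 0.0371). MKI67, a marker of proliferation, had -0.20 in GBM8401, which did not pass, and -0.73 in LN229, where the call ended in 3 of these fits (highest adjusted p = 0.132, without LN229 DMSO replicate 1).

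FGG, a fibrinogen chain, was at the floor on both GBM8401 DMSO arrays and at least 13.4-fold higher with diosmin, but a second probe gave a log2 difference of 1.17. Within genes of several probes, 55 of 5751 in GBM8401 and 2 in LN229 had probes called in both directions.

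For the mean of both cell lines, the arrays can be divided within the cell lines in 18 ways. The real division is 1 of them, with 4754 genes past the threshold in limma. The highest other gave 98, but it keeps the real groups with the sign reversed in 1 cell line. It therefore counts the difference between the cell lines. The splits that mix the treatments gave at most 3, and in them the change with diosmin itself widens the spread. They cannot show what a regrouping without such a change would give. The splits are too few for a share under 0.05.

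Among the 16867 genes not at the floor on any array, the DMSO profiles of GBM8401 and LN229 lay close together. Of these genes, 69 were at least 4-fold apart between the means. The 2223 genes at the floor on at least 1 array were left out. A gene silent in 1 cell line only could thus be missed, and the count is a lower limit. Diosmin changed 94 of the same 16867 genes by 4-fold or more in GBM8401 and 40 in LN229, on either side of the count of 69, so that a narrow range of the arrays stays open. The profiles had a Pearson r of 0.976 across these genes, which are not independent replicates. Cultures of shared origin would give such a value and could not be told from cell lines that are alike. Arrays swapped between the cell lines do not account for the closeness, since the DMSO replicates of a cell line had a Pearson r of at least 0.994 across genes and DMSO arrays of different cell lines one of at most 0.976, and an exchange of both DMSO arrays would leave the distance between the groups as it is. Every pair of arrays across the cell lines was at least 4-fold apart in 7 of the 16867 genes, below a bound of 10 set for an earlier test, against 0 in each of 8 mixed divisions. The authors' scaling of each cell line to its own median limits the comparison of levels.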
